# Targeting the splicing factor SNRPB inhibits endometrial cancer progression by retaining the POLD1 intron

**DOI:** 10.1038/s12276-025-01407-2

**Published:** 2025-02-05

**Authors:** Yingwei Li, Zhongshao Chen, Huimin Xiao, Yanling Liu, Chen Zhao, Ning Yang, Cunzhong Yuan, Shi Yan, Peng Li

**Keywords:** Endometrial cancer, Endometrial cancer

## Abstract

Dysregulated alternative splicing has been closely linked to the initiation and progression of tumors. Nevertheless, the precise molecular mechanisms through which splicing factors regulate endometrial cancer progression are still not fully understood. This study demonstrated elevated expression of the splicing factor SNRPB in endometrial cancer samples. Furthermore, our findings indicate that high SNRPB expression is correlated with poor prognosis in patients with endometrial cancer. Functionally, SNRPB inhibition hindered the proliferative and metastatic capacities of endometrial cancer cells. Mechanistically, we revealed that SNRPB knockdown decreased POLD1 expression and that POLD1 intron 22 was retained after SNRPB silencing in endometrial cancer cells, as determined via RNA sequencing data analysis. The retained intron 22 of POLD1 created a premature termination codon, leading to the absence of amino acids 941–1,107 and the loss of the site of interaction with PCNA, which is essential for POLD1 enzyme activity. In addition, POLD1 depletion decreased the increase in the malignancy of endometrial cancer cells overexpressing SNRPB. Furthermore, miR-654-5p was found to bind directly to the 3′ untranslated region of SNRPB, resulting in SNRPB expression inhibition in endometrial cancer. Antisense oligonucleotide-mediated SNRPB inhibition led to a decrease in the growth capacity of a cell-derived xenograft model and a patient with endometrial cancer-derived xenograft model. Overall, SNRPB promotes the efficient splicing of POLD1 by regulating intron retention, ultimately contributing to high POLD1 expression in endometrial cancer. The oncogenic SNRPB–POLD1 axis is an interesting therapeutic target for endometrial cancer, and antisense oligonucleotide-mediated silencing of SNRPB may constitute a promising therapeutic approach for treating patients with endometrial cancer.

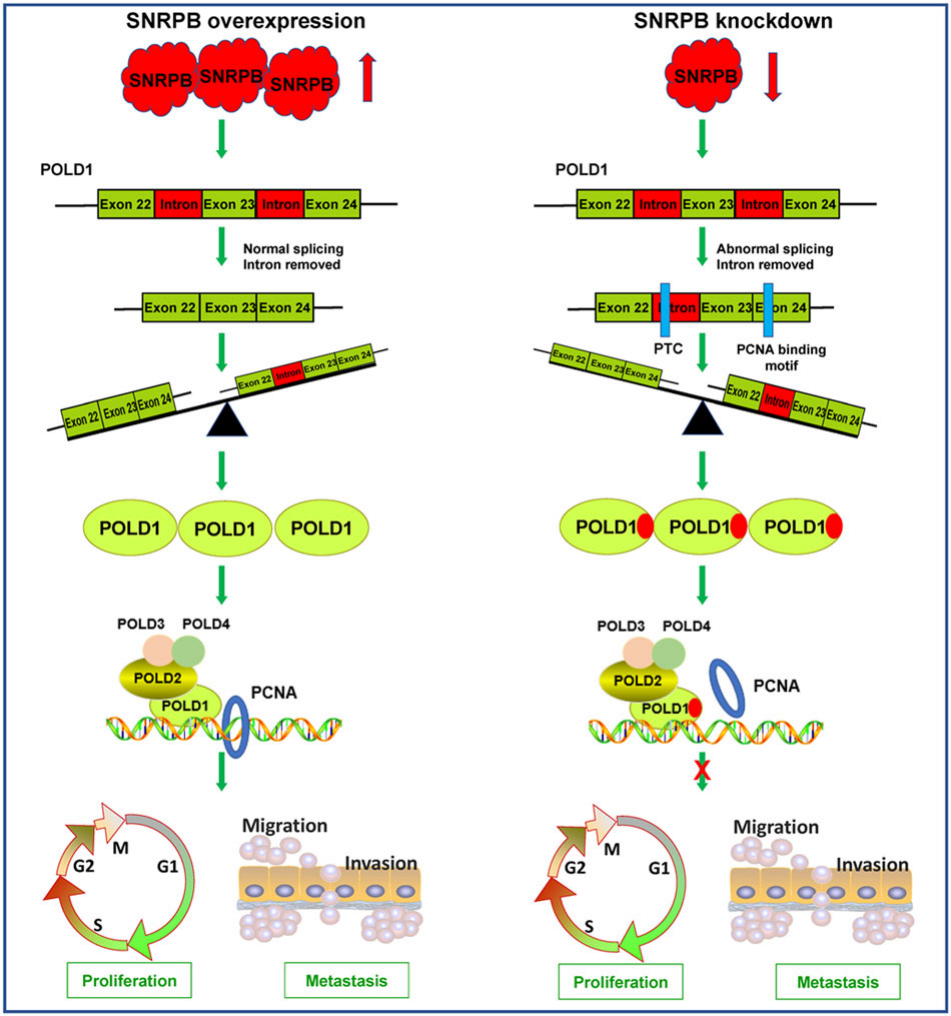

## Targeting SNRPB offers new hope for endometrial cancer

Endometrial cancer is a common cancer in women, with rising cases linked to obesity. This study focuses on a protein called SNRPB, which is involved in RNA splicing. SNRPB is found in high levels in endometrial cancer and is linked to poor outcomes. Researchers used various methods, including bioinformatics and lab experiments, to study SNRPB’s role. They found that reducing SNRPB levels slowed cancer cell growth and spread. They also discovered that SNRPB affects another protein, POLD1, which is important for DNA replication and repair. Lowering SNRPB led to changes in POLD1 that hindered cancer progression. This study suggests that targeting SNRPB with antisense oligonucleotides, which are short DNA or RNA molecules designed to block specific genes, could be a promising treatment strategy. This approach could lead to new therapies for endometrial cancer in the future.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

In the USA, 66,200 women will be newly diagnosed with endometrial cancer in 2023, and 13,030 will die from it, making endometrial cancer one of the most common types of tumor in women^1^. A total of 69,000 new patients and 16,000 deaths were reported in China in 2015, resulting in a crude incidence rate of 10.28 cases per 100,000 individuals^2^. The increasing occurrence of obesity among women globally has led to an increase in the prevalence of endometrial cancer^3^. Patients with recurrent or metastatic endometrial cancer have few treatment options, and the survival rate is low, despite the good clinical prognosis for those with early-stage disease^4^. At present, the primary approach to treatment involves surgical procedures, radiation therapy, chemotherapy and progestogen therapy. However, women who desire to preserve their fertility cannot undergo a hysterectomy, and hormone therapy is often used to treat endometrial cancer in advanced stages (III or IV) or recurrent endometrial cancer after treatment. To develop novel therapeutic strategies for endometrial cancer, a deeper comprehension of the molecular characteristics that drive the development and progression of endometrial cancer is imperative^5^. Hence, it is of paramount importance to identify novel molecular biomarkers and potential therapeutic targets^6^.

Alternative splicing can regulate gene expression, which enables an individual gene to generate multiple different isoforms, increasing messenger RNA complexity and protein diversity^7^. Abnormal alternative splicing promotes the progression of malignant tumors^8^. According to recent research, the alternative processing of mRNAs may provide antigens specific to tumors that can be used for cancer vaccines and T cell therapies^9^. Alternative splicing is correlated with tumorigenesis and development of endometrial cancer cells. The splicing factor SF3B1 promotes proliferation and invasion by regulating KSR2 RNA maturation in endometrial cancer cells^5^. CircRAPGEF5 interacts with RBFOX2 to provide resistance to ferroptosis by inducing TFRC exon exclusion in endometrial cancer cells^10^. SNORA73B promotes endometrial cancer proliferation and metastasis by regulating MIB1 stability and RCC1 alternative splicing^11^. In endometrial cancer, alternative ANKHD1 transcripts facilitate the proliferation of tumor cells and inhibit their migration^12^. These findings suggest that alternative splicing may provide attractive therapeutic targets for cancer.

SNRPB is an essential component of the spliceosome for pre-mRNA splicing. Recent findings indicate that SNRPB abundance is elevated and correlated with a poor prognosis in various malignant tumors, which was determined via a pancancer analysis^13^. SNRPB promotes ovarian cancer growth and metastasis by inhibiting POLA1 and BRCA2 exon 3 skipping^14^. SNRPB facilitates cervical cancer and thyroid carcinoma progression by suppressing p53 expression^15,16^. SNRPB increases the ability of non‑small‑cell lung cancer cells to proliferate and metastasize by regulating RAB26 (ref. ^17^), and SNRPB also mediates the cellular response to cisplatin in non‑small‑cell lung cancer cells^18^. Based on functional genomics analysis, SNRPB performs oncogenic biological functions in glioblastoma^19^. SNRPB-mediated RNA splicing facilitates the growth and stemness of hepatocellular carcinoma cells^20^. Nevertheless, the underlying mechanism of elevated SNRPB expression levels in endometrial cancer remains unclear.

In this Article, we reveal that SNRPB was highly expressed in frozen or paraffin-embedded endometrial cancer tissues. The Kaplan–Meier plot survival analysis tool revealed that an elevated level of SNRPB was correlated with an unfavorable clinical outcome in patients with endometrial cancer. Functionally, SNRPB promoted the malignant characteristics of endometrial cancer cells. Antisense oligonucleotide (ASO)-mediated SNRPB silencing decreased the growth capacity of the cell-derived xenograft (CDX) model and patient with endometrial cancer-derived xenograft (PDX) model of endometrial cancer. Mechanistically, we found that SNRPB promotes efficient POLD1 splicing by regulating intron retention. Low expression of miR-654-5p contributed to the high expression of SNRPB in endometrial cancer cells through direct binding to the 3′-untranslated region (3′-UTR) of SNRPB. As a result, SNRPB might be useful in combating endometrial cancer as a novel therapeutic target. ASO-mediated silencing of SNRPB may provide an effective treatment strategy for treating patients with endometrial cancer.

## Materials and methods

### Bioinformatics analysis

GEPIA2 was used to identify the differentially expressed genes (DEGs) in endometrial cancer and endometrial samples^21^. TBtools was utilized to visualize the data presented in the heat map^20^. The effect of SNRPB on the survival rate of patients with endometrial cancer was assessed via an online survival analysis tool called the Kaplan–Meier plotter^22^. DAVID was used to perform Gene Ontology analysis^23^. rMATS was used to analyze differential alternative splicing events with mapped BAM files^24^. The RNA sequencing (RNA-seq) reads mapped to POLD1 were visualized via a Sashimi plot generated via Integrative Genomics Viewer (IGV).

### Tissue samples

Endometrial cancer and endometrial tissues were acquired from Qilu Hospital of Shandong University. Approval for the collection and utilization of clinical samples in this study was granted by the Ethical Committee of Qilu Hospital. The normal endothelial tissue utilized in this study was sourced from patients who underwent hysterectomy due to benign uterine conditions. The pathologic type of tumor tissue used in this study was endometrioid endometrial adenocarcinoma (Supplementary Table 3).

### Immunohistochemical staining

The sections from paraffin-embedded endometrial cancer tissues were deparaffinized and rehydrated, and then, microwave-mediated antigen retrieval treatment was performed in EDTA antigen retrieval buffer. To block unspecific antigens, goat serum was added after hydrogen peroxide was used to block endogenous peroxidase activity (Zhongshan Biotechnology Company). An overnight incubation with SNRPB antibody or Ki-67 was conducted on the sections at 4 °C. Under the microscope, the sections were stained with diaminobenzidine (Zhongshan Biotechnology Company). The intensity and extent of staining were used to determine the final score for each sample.

### Cell culture

Ishikawa cells were acquired from the European Collection of Authenticated Cell Cultures. AN3CA, HEC-1A and immortalized human endometrial stromal cells were obtained from the American Type Culture Collection (ATCC). Ishikawa cells were grown in Dulbecco’s modified Eagle medium (Gibco) supplemented with 10% fetal bovine serum (FBS) (Gibco). The AN3CA cells were cultured in modified Eagle medium (Gibco) supplemented with 10% FBS. McCoy’s 5A (Gibco), which was supplemented with 10% FBS, was used as the culture medium for the HEC-1A cells. The cell lines were cultivated in incubators containing 5% CO_2_ at 37 °C. Mycoplasma and short tandem repeats were assessed in all the cell lines.

### siRNA transfection and lentivirus infection

GenePharma designed short interfering RNA (siRNA) and ASO sequences that target SNRPB. The siRNA sequences that targeted POLD1 were acquired from a study conducted by Yejinpeng Wang^25^. The SNRPB overexpression (PCMV-SNRPB) and shRNA lentiviral vectors (PLKO.1-shSNRPB) were constructed by BioSune Biotechnology Company. The endometrial cancer cells were infected with lentiviral particles, and then, stably transfected cells were selected with puromycin. Lipofectamine 2000 (Invitrogen) was used for transfection according to the manufacturer’s instructions. 

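SNRPB encodes the SmB and SmB′ proteins, which form part of the Sm ring on the snRNAs of the spliceosome. It lies on the minus strand of chromosome 20 of GRCh38 from 2461634 to 2470853, and its main coding transcript, SNRPB-201, has 7 exons in GENCODE release 29. The siRNA and ASO sequences were matched to the annotated SNRPB transcripts, with positions counted from 1 at the 5′ end of SNRPB-201. si-SNRPB#1 (CAAGCCAAAGAACUCCAAA) is given as the sense strand and matches bases 316 to 334, in the coding sequence. This site spans the junction of exons 2 and 3, between positions 2465804 and 2467609 of chromosome 20, so no unspliced transcript holds it as 1 stretch. si-SNRPB#2 (UCCCAAAGAUACUGGUAUU) matches bases 421 to 439, across the junction of exons 3 and 4 between positions 2463891 and 2465717. The ASOs are antisense to their sites. SNRPB-ASO-3 (ATACCAGTATCTTTGGGAG) pairs with bases 420 to 438, nearly the same coding site as si-SNRPB#2. SNRPB-ASO-1 (TAAACCAGTTTCATAGGCC) and SNRPB-ASO-2 (TAAGAAACAAACAGGTCTG) pair with the 3′ UTR in exon 7, at positions 2461666 to 2461684 and 2461841 to 2461859. Of the annotated SNRPB transcripts searched, only SNRPB-201 holds the site of SNRPB-ASO-2. SNRPN on chromosome 15 (24823637 to 24978723) is a close paralog of SNRPB. Over the 19 bases of each site, the closest stretch of a SNRPN transcript differed from si-SNRPB#2 and from SNRPB-ASO-3 at 2 bases, from si-SNRPB#1 at 4 bases, and from SNRPB-ASO-1 and SNRPB-ASO-2 at 7 bases each.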

The sequences of the siRNAs and ASOs used in this study are listed in Supplementary Tables 1 and 2.

### RNA isolation and qPCR assays

We extracted total RNA with TRIzol reagent (Invitrogen, USA), and total RNA was reverse-transcribed into cDNA via an Evo M-MLV RT kit (Accurate Biology, China). QuantStudio 3 (Applied Biosystems) was utilized to examine target gene expression via SYBR Green (Accurate Biology, China). GAPDH was used as a control. The quantitative polymerase chain reaction (qPCR) results were analyzed via the 2^−ΔΔCT^ method.

### Western blotting assay

The protein extracts were acquired by lysing samples in RIPA buffer (Beyotime Biotechnology). A BCA protein assay kit (Merck Millipore) was used to determine protein concentrations. After the protein lysates were separated via 10% SDS–polyacrylamide gel electrophoresis, the proteins were subsequently transferred onto polyvinylidene difluoride membranes (Merck Millipore). After nonspecific antigens were blocked with 5% skim milk, the samples were incubated with primary antibodies at 4 °C overnight. The secondary antibodies labeled with HRP and either anti-rabbit or anti-mouse IgGs were used. Following washing TBS with Tween-20 (TBST), the protein bands were analyzed via enhanced chemiluminescence (Merck Millipore). β-actin served as an endogenous control.

### Antibodies

For western blotting, the following antibodies were utilized: SNRPB (MA5-13449, Invitrogen), POLD1 (ab186407, Abcam), Flag antibody (F1804, Sigma-Aldrich) and β-actin (A5441, Sigma-Aldrich). Immunohistochemistry (IHC) staining was performed using SNRPB (MA5-13449, Invitrogen) and Ki-67 (no. 9027, Cell Signaling Technology) antibodies. An RNA immunoprecipitation assay was performed using an anti-Flag antibody (F1804, Sigma-Aldrich).

### Cell proliferation and clonogenic assays

The endometrial cell growth was evaluated via the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) (Beyotime Biotechnology) assay. In 96-well plates, 800–1200 cells were seeded per well, and 20 μl of MTT was added. Dimethylsulfoxide was used to dissolve the purple formazan crystals (Beyotime Biotechnology) after the culture medium was removed. The absorbance was measured via a Varioskan Flash reader (Bio-Rad).

A clonogenic assay was utilized to assess the capacity of an individual cell to proliferate and establish a colony. To assess the colony formation capacity, 1000–1200 cells were placed in six-well dishes and incubated for a period of 10–14 days. After methanol fixation and the application of crystal violet stain, the viability of the colonies was determined by counting those containing more than 50 cells.

### EdU assay

The proliferative status of the cells was evaluated via an ethynyldeoxyuridine (EdU) assay kit (Beyotime), which measures the proportion of cells undergoing DNA replication. The EdU incorporation rate was determined by calculating the ratio of EdU-positive cells to those stained with Hoechst 33342.

### Cell cycle and apoptosis assays

For the cell cycle assay, the cells were stained with propidium iodide following the protocol (CCS012, MultiSciences Biotech). The distribution of cell cycle phases across different groups was subsequently assessed via the Beckman CytoFLEX FCM (Beckman Coulter), with data analysis performed via ModFit LT software. For the apoptosis assays, the cells were resuspended in 1× binding buffer (556547, BD Bioscience, Franklin Lakes) and stained with FITC Annexin V and propidium iodide. The stained cells were then analyzed via CytoFLEX software.

### Migration and invasion assays

Transwell assays were used to assess the migration and invasion capacity of endometrial cancer cells. The upper compartment of the chamber contained cell suspensions without serum. In the lower chamber, culture medium containing 20% FBS was added. The plates were incubated in a 37 °C incubator. Following immersion of the chamber in methanol, the lower surface of the cells was dyed with crystal violet after they had migrated. The invasive capacity of the cells was assessed via a transwell assay with Matrigel. The cells that migrated or invaded were counted with a microscope.

### Nude mouse subcutaneous xenograft assay

We purchased female nude mice (BALB/c, 4 weeks old) from GemPharmatech. The nude mice were subcutaneously injected with Ishikawa cells transfected with PLKO.1-shSNRPB or PLKO.1-ctrl (*n* = 5 for each group). The mice were raised in an Specific Pathogen Free (SPF) environment for 2 weeks. Following euthanasia and dissection of the mice, the tumors were photographed, and the weights were measured. By measuring the length and width of the tumor, the tumor volume was determined via the formula: length × width^2^/2). The Ethics Committee of Qilu Hospital of Shandong University granted approval for the animal experiments.

### PDX model

Fresh endometrial cancer tissues were obtained from Qilu Hospital of Shandong University and subsequently fragmented for subcutaneous implantation into NCG mice (GemPharmatech) to establish a PDX model. PDX tumors were successfully passaged by serial transplantation in NCG mice for further studies. The mice were randomly divided into the SNRPB-ASO group (*n* = 5) and the ASO-NC group (*n* = 5) and received intratumoral injections of SNRPB-ASO or ASO-NC every other day. The mice were subsequently euthanized, and the weights and volumes of the tumors were assessed. The sequences of the ASOs used in this study are listed in Supplementary Table 2.

### RNA-seq analysis

Transient transfection of Ishikawa cells was performed with si-SNRPB and si-NC, followed by isolation of total RNA via TRIzol reagent after 48 h. RNA-seq was conducted at BioSune Biotechnology Company, which is in China. The raw data were uploaded to the GEO database (GSE279656). DEGs were identified based on the criteria of |log_2_ fold change| ≥0.58 and *q* < 0.05.

### RNA immunoprecipitation assay

We carried out RNA immunoprecipitation assays in Ishikawa cells overexpressing Flag-SNRPB via an anti-Flag antibody. We followed the procedure in accordance with the instructions of the Millipore (17–700) kit. The reverse transcription of immunoprecipitated RNA was utilized for subsequent qPCR and RT‒PCR analysis.

### Statistical analysis

The experiments were carried out with at least three replicates. The data are presented as the mean ± standard error of the mean. Unpaired two-tailed Student’s *t*-tests were used to assess the statistical significance of the differences. GraphPad Prism 5 was used to conduct the statistical analysis. The differences were considered statistically significant when *P* < 0.05.

## Results

### SNRPB is a critical driver of endometrial cancer

The DEGs between endometrial cancer and endometrial tissues from the uterine corpus endometrial carcinoma (TCGA-UCEC) cohort were obtained from GEPIA2. The overlapping analysis of DEGs in TCGA-UCEC and core splicing factors^26^ revealed 15 splicing factors that were upregulated in endometrial cancer tissues, whereas 10 splicing factors were downregulated. A heat map analysis of the 25 splicing factors that are differentially expressed between endometrial cancer and normal endometrial tissues in the TCGA-GTEx datasets from UCSC Xena was subsequently performed. The findings revealed that four splicing factors, HNRNPDL, HNRNPH1, PPWD1 and SRSF4, were significantly upregulated in normal endometrial tissues, whereas 10 splicing factors, BUD31, NAA38, SNRPE, SNRPG, SNRPB, PPIH, HSPA5, SNRPF, SNRNP70 and LSM7, were highly expressed in endometrial cancer tissues. Among the highly expressed splicing factors in cancer tissues, four were identified as Sm proteins (Fig. 1a, b). Dysregulation and mutation of Sm proteins have been associated with various human diseases, including cancer^27^. The differential expression of HNRNPDL, HNRNPH1, PPWD1 and SRSF4 in endometrial cancer compared with normal endometrial (EM) tissues is depicted in Supplementary Fig. 1a. The relative expression levels of BUD31, NAA38, SNRPE, SNRPG, SNRPB, PPIH, HSPA5, SNRPF, SNRNP70, and LSM7 are shown in Fig. 1c. These results suggest a potential role for Sm proteins in the pathogenesis and progression of endometrial cancer. Differential expression analysis of SNRPB, SNRPE, SNRPF and SNRPG proved that these splicing factors were overexpressed in endometrial cancer tissues via data from TCGA-UCEC (Fig. 1d). We demonstrated that the splicing factor SNRPB promoted the malignant progression of ovarian cancer cells through regulating POLA1 and BRCA2 exon skipping in our previous study^14^. In this study, we focus on the biological function and related regulatory mechanisms of SNRPB in endometrial cancer.

**Fig. 1:**
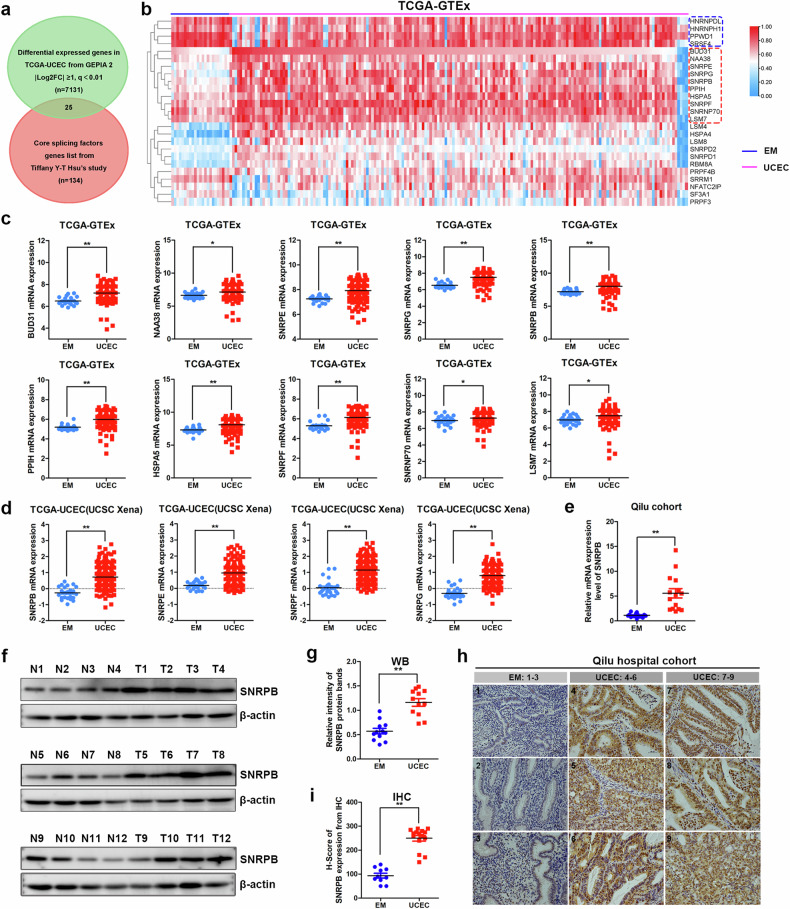
SNRPB is a critical driver of endometrial cancer. **a** A comparative analysis of DEGs between endometrial cancer and normal endometria from GEPIA2 and 134 core splicing factors from Tiffany’s study revealed 25 critical core splicing factors, including 15 splicing factors with upregulated expression and 10 splicing factors with downregulated expression in endometrial cancer tissues. **b** A heat map analysis of 25 differentially expressed core splicing factors in endometrial cancer tissues (*n* = 181) compared with normal endometrial tissues (*n* = 23) in TCGA-GTEx from UCSC Xena. **c** A differential expression analysis of BUD31, NAA38, SNRPE, SNRPG, SNRPB, PPIH, HSPA5, SNRPF, SNRNP70 and LSM7 between endometrial cancer (*n* = 181) and normal endometrial tissues (*n* = 23) via data from TCGA-GTEx. **d** A differential expression analysis of SNRPB, SNRPE, SNRPF and SNRPG between endometrial cancer (*n* = 177) and normal endometrial tissues (*n* = 24) using data from TCGA-UCEC. **e** A qPCR analysis of SNRPB mRNA expression in fresh-frozen tissues from patients with endometrial cancer (*n* = 15) and normal endometria (*n* = 15). **f** A western blotting analysis of SNRPB protein expression in fresh-frozen tissues from patients with endometrial cancer (T, *n* = 12) and normal endometria (N, *n* = 12). **g** A quantitative analysis of the SNRPB protein bands derived from **f**. **h** A representative images of immunohistochemical staining for SNRPB in endometrial cancer tissues and normal endometrial tissues. **i**, Immunohistochemical histological scores (*H*-scores) of the SNRPB protein in endometrial cancer tissues (*n* = 15) and normal endometrial tissues (*n* = 10). The *P* values were obtained via unpaired *t*-tests. *P < 0.05, **P < 0.01.

To confirm SNRPB mRNA and protein expression levels in endometrial cancer, we utilized qPCR and western blotting to assess SNRPB expression in fresh-frozen tissues from patients with endometrial cancer and normal endometria. The results revealed significant overexpression of SNRPB in the endometrial cancer samples (Fig. 1e–g). Similarly, immunohistochemical staining revealed that the intensity of SNRPB staining was significantly greater in endometrial cancer tissue than in normal endometrial tissue (Fig. 1h, i). Survival analysis via Kaplan‒Meier plotter revealed that elevated SNRPB levels were linked to unfavorable overall survival (OS) and relapse-free survival among individuals with endometrial cancer (Supplementary Fig. 1b, c). These data imply that SNRPB is overexpressed in endometrial cancer and that SNRPB could play a crucial role in the progression of endometrial cancer.

### SNRPB promotes the proliferative and metastatic capacities of endometrial cancer cells in vitro

To investigate the biological function of SNRPB in endometrial cancer, siRNAs against SNRPB were used to silence SNRPB expression in Ishikawa, AN3CA and HEC-1A cells via transient transfection. The cells with stable SNRPB overexpression were generated via lentiviral vector transfection of Ishikawa cells. The overexpression and interference efficiencies of SNRPB in endometrial cancer cells were verified via qPCR and western blotting (Fig. 2a, b and Supplementary Fig. 1d).

**Fig. 2:**
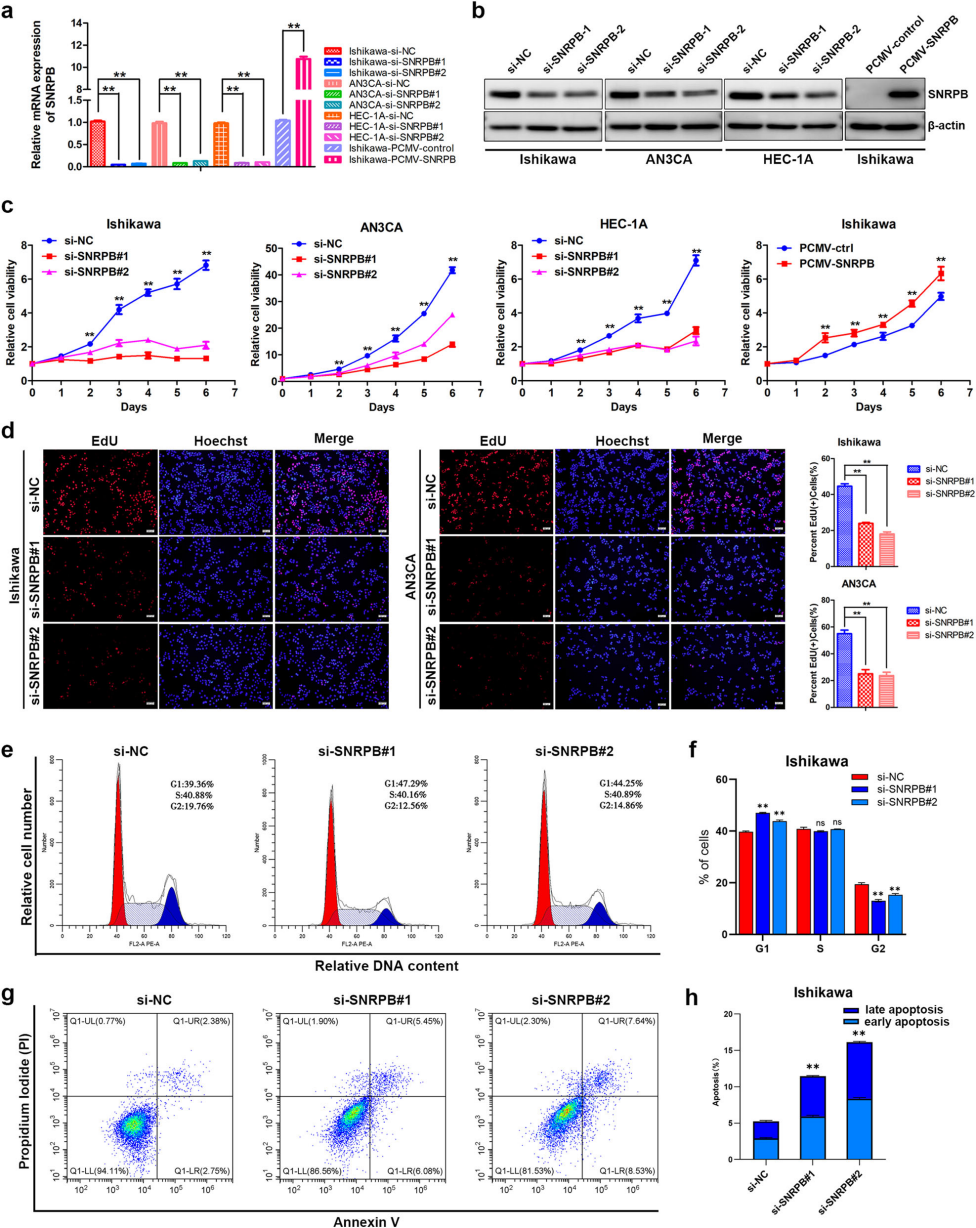
SNRPB promotes the proliferation and metastasis of endometrial cancer cells in vitro. **a** The overexpression and knockdown efficiencies of SNRPB in endometrial cancer cells were verified via qPCR (*n* = 3 biologically independent samples). **b** The overexpression and knockdown efficiencies of SNRPB in endometrial cancer cells were verified via western blotting (*n* = 3 biologically independent samples). **c** A MTT assay was used to evaluate the impact of SNRPB knockdown in Ishikawa, AN3CA and HEC-1A cells and SNRPB overexpression in Ishikawa cells on the proliferation of endometrial cancer cells (*n* = 3 biologically independent samples). **d** The fraction of DNA-replicating cells was reduced by SNRPB silencing in Ishikawa and AN3CA cells, which were subjected to an EdU incorporation assay (*n* = 3 biologically independent samples). **e** The flow cytometric analysis of the effect of SNRPB silencing on the cell cycle distribution of Ishikawa cells. **f** Quantification of the percentage of cells in different phases from (**e**). **g** A flow cytometric analysis of the impact of SNRPB inhibition on the apoptosis of Ishikawa cells. **h** Quantification of the percentage of apoptosis cells from (**g**). The *P* value was obtained via an unpaired *t* test. *P < 0.05, **P < 0.01.

MTT and colony formation assays were performed to evaluate the impact of SNRPB on the growth speed and viability of endometrial cancer cells. Silencing SNRPB significantly suppressed the proliferation of Ishikawa, AN3CA and HEC-1A cells, as demonstrated by the MTT assay (Fig. 2c). Conversely, SNRPB overexpression stimulated the growth of Ishikawa cells (Fig. 2c). The colony formation assay also demonstrated that SNRPB silencing reduced the colony formation ability of Ishikawa, AN3CA and HEC-1A cells, whereas ectopic SNRPB expression increased the clonogenicity of Ishikawa cells (Supplementary Fig. 1e). EdU incorporation assays revealed that the fraction of DNA-replicating cells was reduced by silencing SNRPB expression in Ishikawa, AN3CA and HEC-1A cells (Fig. 2d and Supplementary Fig. 1f). Flow cytometry analysis demonstrated that SNRPB knockdown resulted in cell cycle arrest at the G1 phase and induced the apoptosis of Ishikawa cells (Fig. 2e–h). The metastatic capacity of Ishikawa, AN3CA and HEC-1A cells was assessed via Transwell migration assays and Matrigel-coated Transwell invasion assays. The findings demonstrated that the reduction in SNRPB resulted in a decrease in the metastatic capacity of endometrial cancer cells, and SNRPB overexpression promoted the metastatic ability of Ishikawa cells (Supplementary Fig. 2a, b). These results indicate that the splicing factor SNRPB contributes to tumorigenesis by promoting the growth speed and metastasis ability of endometrial cancer cells in vitro.

### SNRPB silencing inhibits the subcutaneous tumorigenic ability of endometrial cancer cells in nude mice

To determine the impact of SNRPB on the growth speed of endometrial cancer cells in vivo, we conducted a subcutaneous tumor xenograft experiment. Ishikawa cells were transduced with lentiviral particles expressing PLKO.1-shRNA against SNRPB (PLKO.1-shSNRPB#1 and PLKO.1-shSNRPB#2) and PLKO.1-ctrl shRNA. These cells were subsequently injected subcutaneously into the axillary fossa of nude mice (*n* = 5 for each group) (Fig. 3a). The nude mice were euthanized, and the subcutaneous tumors were gently removed, photographed and weighed 2 weeks after implantation. The findings indicated that the volume and weight of tumors in the PLKO.1-shSNRPB group were notably lower than those in the PLKO.1-ctrl group (Fig. 3b–d). In addition, we detected Ki-67 expression and found that Ki-67 expression was significantly decreased after SNRPB inhibition (Fig. 3e). These results suggested that the growth of tumors was significantly suppressed after SNRPB silencing in endometrial cancer cells. Collectively, these results indicate that SNRPB depletion hinders tumor growth by reducing the proliferative ability of endometrial cancer cells in vivo.

**Fig. 3:**
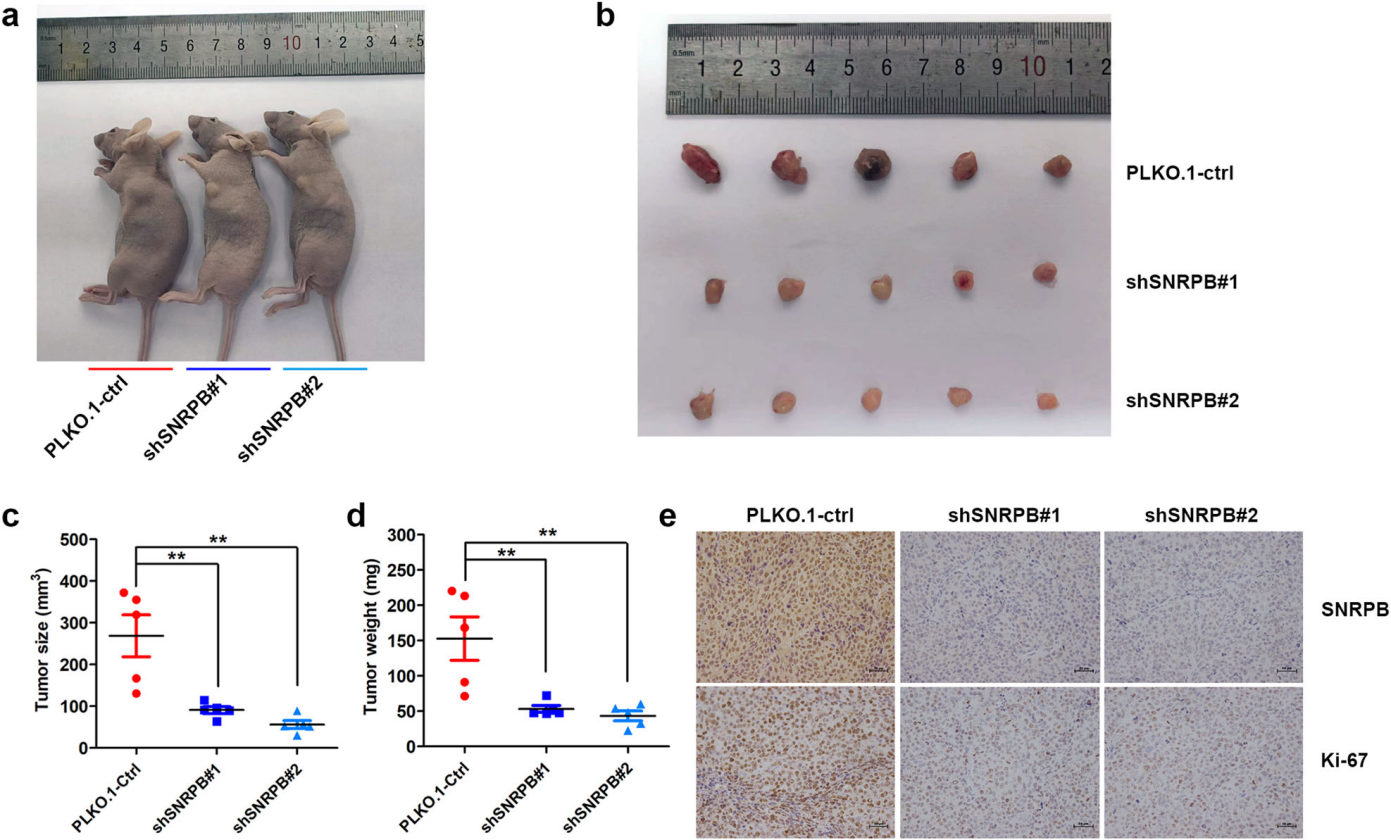
SNRPB silencing inhibits the tumorigenic ability of endometrial cancer cells in vivo. **a** Representative images of endometrial tumors in nude mice in the shRNA against SNRPB group (PLKO.1-shSNRPB#1 and PLKO.1-shSNRPB#2) and PLKO.1-control group. **b** Photographs of subcutaneous tumors removed from the sacrificed model mice in the PLKO.1-shSNRPB group and PLKO.1-control group (*n* = 5 mice per group). **c** The volume of the subcutaneous tumors in the PLKO.1-shSNRPB group and PLKO.1-control group were measured and calculated. **d** The weight of the subcutaneous tumors in the PLKO.1-shSNRPB group and PLKO.1-control group were measured and calculated. **e** IHC staining of SNRPB and Ki-67 in the PLKO.1-shSNRPB group and PLKO.1-control group. The *P* value was obtained via an unpaired *t*-test. *P < 0.05, **P < 0.01.

### Low expression of miR-654-5p contributes to high expression of SNRPB in endometrial cancer

Post-transcriptional regulation may be affected by miRNAs, which bind to the 3′-UTR of target genes to reduce their expression. To identify the key miRNAs regulating SNRPB expression, we first used the ENCORI database to predict miRNAs that could bind to the SNRPB 3′-UTR, resulting in the identification of 13 miRNAs (program number 2). We subsequently analyzed differentially expressed miRNAs between endometrial cancer and normal endometrial tissues via the dbDEMC database (TCGA miRNA-seq). A total of 148 genes were found to be downregulated in endometrial cancer tissues compared with normal endometrial tissues (logFC ≤−1, *P* < 0.05). Through the analysis of the intersection of downregulated miRNAs and miRNAs predicted to bind with the SNRPB 3′-UTR, seven miRNAs were identified, namely, miR-374b-5p, miR-374a-5p, miR-125b-5p, miR-125a-5p, miR-495-3p, miR-654-5p and miR-494-3p (Fig. 4a). The differential expression levels of these seven miRNAs between endometrial cancer and normal endothelium samples are depicted in Fig. 4b. miR-494-3p has been shown to be significantly upregulated in endometrial cancer tissues and to play a role in promoting disease progression^28^. In this study, we investigate the regulatory effects of six other miRNAs on the expression of SNRPB in endometrial cancer cells. Our findings indicate that only miR-654-5p was able to significantly downregulate SNRPB mRNA expression in three different endometrial cancer cell lines following the overexpression of the six miRNAs (Fig. 4c). The western blotting results further confirmed that the overexpression of miR-654-5p led to a significant decrease in SNRPB protein expression in endometrial cancer cells (Fig. 4d and Supplementary Fig. 2c). We constructed wild-type and mutant luciferase reporter plasmids containing the SNRPB 3′-UTR (Fig. 4e). The overexpression of miR-654-5p led to a decrease in luciferase activity in the wild-type SNRPB 3′-UTR group of Ishikawa cells (Fig. 4f). Conversely, upon mutation of the binding site, the luciferase activity remained unchanged following miR-654-5p overexpression in Ishikawa cells (Fig. 4f). These findings indicate that miR-654-5p mediates the reduction in SNRPB expression by directly binding to its 3′-UTR in endometrial cancer cells.

**Fig. 4:**
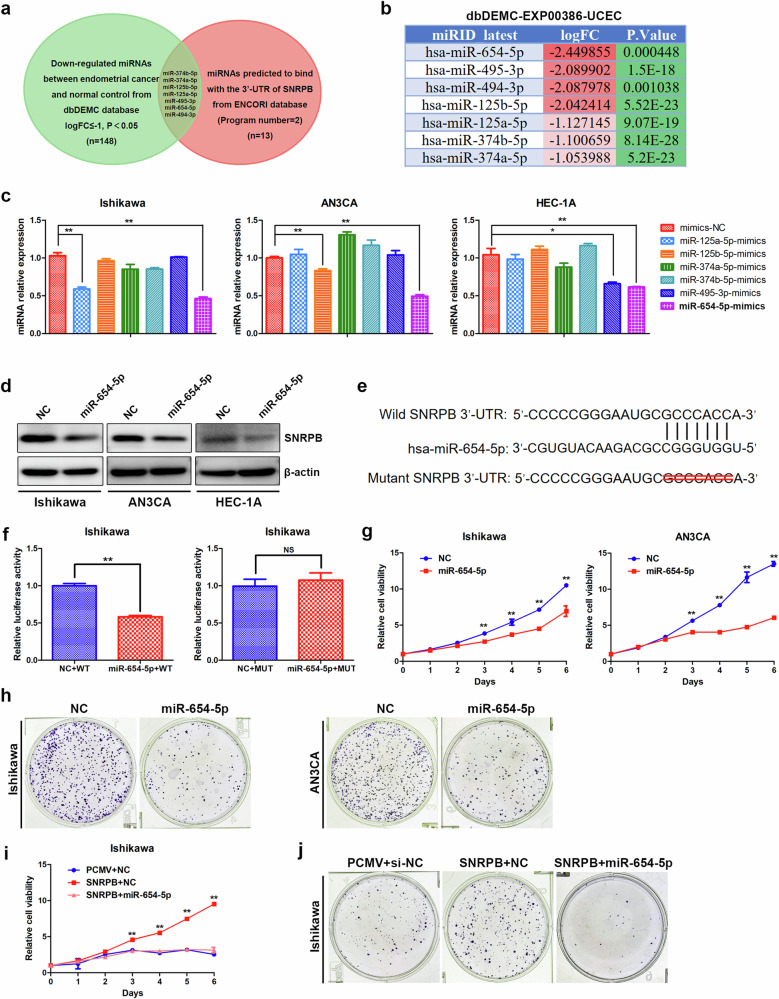
Low expression of miR-654-5p contributes to the high expression of SNRPB in endometrial cancer. **a** A Venn diagram demonstrating the intersection of downregulated miRNAs (TCGA miRNA-seq from the dbDEMC database) and miRNAs predicted to bind to the SNRPB 3′-UTR in the ENCORI database. **b** Differential expression levels of the seven miRNAs between endometrial cancer and normal endothelium. **c** The effects of miRNAs (miR-374b-5p, miR-374a-5p, miR-125b-5p, miR-125a-5p, miR-495-3p and miR-654-5p) on SNRPB mRNA expression were analyzed via a qPCR assay (*n* = 3 biologically independent samples). **d** The effects of the miR-654-5p mimics on SNRPB protein expression were analyzed via western blotting. **e** Wild-type and mutant luciferase reporter plasmids containing the SNRPB 3′-UTR. **f** A dual-luciferase reporter gene assay was used to determine the effect of miR-654-5p mimics on the luciferase activity of the SNRPB 3′-UTR group in Ishikawa cells (*n* = 3 biologically independent samples). **g** The effects of the miR-654-5p mimics on the proliferation capacity of Ishikawa and AN3CA cells were determinedvia MTT assay (*n* = 3 biologically independent samples). **h** The effects of the miR-654-5p mimics on the proliferation capacity of Ishikawa and AN3CA cells were determined via colony formation assay (*n* = 3 biologically independent samples). **i** MTT assay were used to evaluate the effects of the miR-654-5p mimics on the proliferative ability of Ishikawa cells overexpressing SNRPB (*n* = 3 biologically independent samples). **j** The colony formation assays were used to evaluate the effects of the miR-654-5p mimics on the proliferative ability of Ishikawa cells overexpressing SNRPB (*n* = 3 biologically independent samples). The *P* values were obtained via an unpaired *t*-test. *P < 0.05, **P < 0.01.

MTT proliferation and colony formation assays were used to evaluate the impact of miR-654-5p overexpression on the viability of endometrial cancer cells. The findings demonstrated that the overexpression of miR-654-5p resulted in a reduction in the growth rate and colony formation capacity of Ishikawa and AN3CA cells (Fig. 4g, h). Subsequent experiments confirmed that the overexpression of miR-654-5p counteracted the proliferative effect of SNRPB on endometrial cancer cells (Fig. 4i, j). In conclusion, these results reveal that downregulation of miR-654-5p contributes to the high expression of SNRPB in endometrial cancer cells through direct binding to its 3′-UTR.

### POLD1 is a critical downstream target of SNRPB in endometrial cancer cells

To study the molecular mechanisms by which SNRPB performs its oncogenic functions, SNRPB expression was silenced via specific siRNAs, and RNA-seq was subsequently performed in Ishikawa cells. 

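SNRPB was lower in every library from Ishikawa cells given SNRPB siRNA (si-SNRPB) than in every library from cells given the control siRNA (si-NC). Ishikawa is a human endometrial adenocarcinoma cell line. The normalized count of SNRPB (ENSG00000125835) was 3270 ± 217 (SD, n = 3 libraries) in si-NC and 1359 ± 134 (SD, n = 3) in si-SNRPB, or 41.6% of the si-NC mean. Single libraries held 3143, 3520 and 3148 in si-NC and 1495, 1357 and 1226 in si-SNRPB. The log2 fold change was −1.27 (standard error 0.08, adjusted p = 3.79e-09 from edgeR's quasi-likelihood test). SNRPB shares 256 exon bases with AL049650.1, a gene annotated on the same strand, so its count can hold reads of both. Its paralog SNRPN is not among the genes of the table.
RNA was isolated 48 h after transfection, and 3 libraries per group were sequenced. The values are whole read counts per gene and library from the authors' deposited table, which also gives the authors' fold changes and adjusted p-values. The table holds 3522 genes, and the highest of the authors' adjusted p-values in it is 0.0499. It therefore holds no gene that the authors' test left unchanged, and a new test on it can lose genes but cannot find others. The counts in the table sum to 6071897, 6342715 and 5989429 in the si-NC libraries and to 6166634, 5799428 and 6218091 in the si-SNRPB libraries. These sums cover the listed genes only and are not the depth of the libraries. The counts were tested with edgeR over the 3521 genes with at least 10 counts in 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method over 16109 genes, the number over which the authors' own values had been adjusted. A gene is called a DEG here at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58, the thresholds of the paper. Of the 3521 genes, 3464 passed the adjusted p in the refit. Since the table was selected on the authors' adjusted p, passing it sets no gene or list apart.
Libraries were scaled with the authors' size factors, recovered from their mean normalized counts. These were 0.978, 1.00 and 0.968 for si-NC and 1.02, 1.01 and 1.06 for si-SNRPB. The planned scaling was TMM, which assumes that most genes are unchanged. On a table of changed genes it raised the median log2 fold change by 0.13, and upper quartile scaling raised it by 0.15. The authors' size factors were taken in place of TMM after the numbers of DEGs under both had been seen, and the numbers under the authors' factors lie closer to those of the paper. Because the refit uses the authors' counts, gene selection and size factors, its overlap with their calls is not independent evidence.
Counts differed within si-NC by a chi-square of 2.46 to 4.26 per gene and between the groups by 56.2 to 71.9. Within si-SNRPB, replicate 1 differed from replicates 2 and 3 by 15.9 and 12.3, against 5.71 between those 2 libraries. The sources used here do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure the spread between libraries, which may be technical. Whether reads were counted by strand is not given in them. Which SNRPB siRNA each library received is not settled either. Fig. 5h, which shows RNA-seq reads after SNRPB knockdown, is labelled si-SNRPB#1, but Fig. 5e numbers the si-SNRPB libraries themselves as #1 to #3, so the label can name the siRNA or the library.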

RNA-seq analysis revealed 885 DEGs, including 438 upregulated and 447 downregulated genes, as defined by a |log_2_FC| ≥0.58 and adjusted *P* < 0.05. 

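After SNRPB knockdown, 436 genes were higher and 447 were lower as DEGs. The p53 targets of the table were higher and its G1/S and G2/M genes were lower, with 13 of 16, 3 of 12 and 1 of 20 genes as DEGs, and none of these 3 lists passed camera with an estimated correlation (adjusted p = 0.235 for each). Of all 3521 genes tested, 883 were DEGs, 2075 lay below 0 and the median log2 fold change was −0.27. The largest changes are given among DEGs with no overlap between the groups and a mean of at least 50 normalized counts in the higher group, leaving out RNA genes with LINC or similar symbols and genes that have only a clone name. Of these, CMYA5, which encodes a cytoskeletal protein of muscle, had the largest increase, at a log2 fold change of 3.68. The p53 targets PHLDA3 (3.31) and EDA2R (2.21) and the histone genes HIST1H2BJ (3.21), HIST1H2BO (3.07), HIST1H4H (2.58) and HIST1H1C (2.57) were also among the 10 largest increases under these limits, with OVGP1 (2.62), an oviductal glycoprotein, DCAF4L1 (2.34) and UNC13A (2.15). The 10 largest decreases under the same limits were those of SLC22A31 (−1.50), the interferon-induced gene IFI6 (−1.45), the dehydrogenase gene DHRS2 (−1.34), CCDC183-AS1 (−1.33), SNRPB itself, PSPN (−1.17), GP1BA (−1.14), ALDH4A1 (−1.13), OPLAH (−1.13) and PHF7 (−1.13). The normalized count of PHLDA3 was 39.0 ± 2.89 (SD, n = 3) in si-NC and 387 ± 95.9 (SD, n = 3) in si-SNRPB. That of DHRS2 was 242 ± 10.5 (SD, n = 3) and 95.7 ± 5.37 (SD, n = 3). PHLDA3, ALDH4A1, CCDC183-AS1, GP1BA, OPLAH and PSPN share exon bases with another annotated gene and can hold its reads. Histone genes of the same type, such as HIST1H2BJ and HIST1H2BO, are close copies whose reads can be split between them.
Of 28 p53 targets, 16 were in the table, all 16 were higher, and 13 were DEGs, with a median log2 fold change of 0.88. They include the RNA-binding protein gene ZMAT3 (1.21) and the stress cytokine gene GDF15 (1.29). The list stood above the other genes of the table (camera, adjusted p = 4.56e-12), and the adjusted p was 0.235 with an estimated correlation.
Of 12 genes of the G1/S transition in the table, out of 25 listed, all 12 were lower (median −0.42). The 3 DEGs were the transcription factor genes E2F1 (−0.76) and MYBL2 (−0.63) and the ribonucleotide reductase gene RRM2 (−0.75), which shares 1077 exon bases with AC007240.1 on the same strand. Of 30 G2/M genes, 20 were in the table and all 20 were lower (median −0.36), with the topoisomerase gene TOP2A (−0.63) as the only DEG. Camera gave an adjusted p of 0.00702 for G1/S and 0.00451 for G2/M, and with an estimated correlation the adjusted p was 0.235 for each. Without si-SNRPB replicate 1, TOP2A was at −0.56 and no longer a DEG, and 2 G2/M genes were DEGs without si-NC replicate 3 and without si-SNRPB replicate 2. Of 47 genes of the DNA replication fork, 17 were in the table, 15 were lower and 2 were higher (median −0.30). This median is close to the −0.27 of the whole table. POLD1, CHTF18 and CDC45 (−0.65), a part of the replicative helicase, were DEGs. The replication list did not pass (camera, adjusted p = 0.0534, and adjusted p = 0.242 with an estimated correlation). The proliferation marker MKI67 (−0.45) and the polymerase gene POLA1 (−0.30) passed the adjusted p and not the fold threshold, and the sliding clamp gene PCNA (−0.16, adjusted p = 0.0916 from edgeR) passed neither.
Of 16 Sm and LSm proteins, 5 were in the table, 3 higher and 2 lower, and SNRPB was the only DEG. Among 29 other snRNP proteins, 16 were in the table and 14 of them were higher (median 0.29), 13 at an adjusted p under 0.05 from edgeR. PRPF3 (0.96), of the U4/U6 snRNP, and SNRPA1 (0.62), of the U2 snRNP, were DEGs. Camera gave this list an adjusted p of 0.00451, and the adjusted p was 0.296 with an estimated correlation. Of 12 SR proteins, SRSF4 (0.32) and SRSF6 (−0.35) were in the table. Of 18 hnRNP proteins, 5 were in the table, 4 lower and 1 higher, with HNRNPU at −0.27 and HNRNPH1 at −0.18. All 7 of these SR and hnRNP genes passed the adjusted p from edgeR, as did 3464 of the 3521 genes tested. None of the 7 was a DEG, though 1 hnRNP gene was without si-SNRPB replicate 1. Of the 14 splicing factors that the paper names, 5 were in the table. SNRPB was the only DEG of them, with SNRPE at 0.31 and BUD31 at 0.51. BUD31 was a DEG without si-NC replicate 2 (0.59) and with TMM (0.64). Of 29 transcripts linked to nonsense-mediated decay, 14 were in the table, 12 were higher, and SNHG1 (0.94), GADD45A (1.01), GADD45B (1.12) and ATF3 (0.99) were DEGs. For this list the camera adjusted p was 0.00200, and the adjusted p was 0.235 with an estimated correlation. GADD45A is also listed among the p53 targets and, with GADD45B, among the genes that restrain proliferation. ATF3 is also listed among the immediate early genes and the ATF4 and amino acid response. These lists are therefore not separate evidence. BUD31, HNRNPU, SNHG1 and SRSF4 share exon bases with another annotated gene.
All 883 DEGs were DEGs in the authors' deposited table, which has 885. With TMM, the scaling planned first, 614 genes were higher and 202 lower (75.25% higher, against 49.4% with the authors' size factors), and CDC45 (−0.52), MYBL2 (−0.50) and TOP2A (−0.49) were no longer DEGs. Members of a list that are not in the table have no value here, so each count covers only genes that had passed the authors' adjusted p, and the number of DEGs was the same for every list when adjusted over the list alone.

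**Figure D1:**
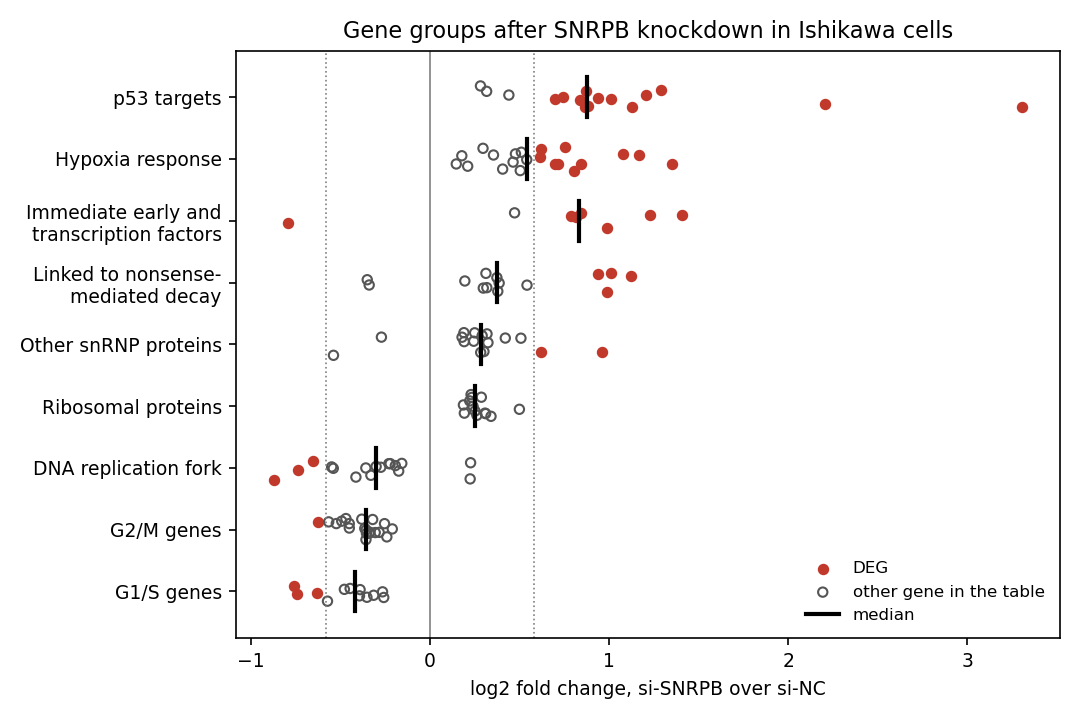
Log2 fold change, si-SNRPB over si-NC (horizontal axis), of the genes in the table from 9 gene lists, with the authors' size factors. Each point is 1 gene, filled where it is a DEG, the black bars are medians and the dotted lines mark a log2 fold change of 0.58 in either direction. All 16 p53 targets lie above 0, up to 3.31, and all 20 G2/M genes lie below 0.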

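Most hypoxia response genes and most immediate early genes of the table were higher after SNRPB knockdown. Of 35 hypoxia response genes, 21 were in the table, and 19 of these were higher at an adjusted p under 0.05 from edgeR (median log2 fold change of the 21 genes 0.54). The glycolysis genes ALDOA (0.18, adjusted p = 0.0533 from edgeR) and ENO1 (0.15, adjusted p = 0.0768 from edgeR) did not pass, and were chosen for naming after their values were seen. The 10 DEGs included NDRG1 (1.35), ADM (1.08), which encodes adrenomedullin, the glycolysis regulator PFKFB4 (0.80) and the mTOR inhibitor DDIT4 (0.70). The normalized count of NDRG1 was 307 ± 19.3 (SD, n = 3) in si-NC and 782 ± 45.6 (SD, n = 3) in si-SNRPB. The list stood above the other genes of the table (camera, adjusted p = 5.60e-08), and the adjusted p was 0.235 with an estimated correlation.
Among 37 immediate early genes and other transcription factors, 8 were in the table, of which 7 were higher and 1 was lower. The 6 higher DEGs included the AP-1 genes FOSL1 (1.41) and FOS (0.79) and the survival gene IER3 (0.81), and ID1 (−0.80), an inhibitor of differentiation, was the lower one. Camera gave an adjusted p of 0.00788, and the adjusted p was 0.235 with an estimated correlation. Of 32 genes that promote apoptosis, 13 were in the table, 11 were higher and 2 were lower. BBC3 (0.74), BNIP3 (0.61) and DIABLO (0.62) were DEGs, and the list passed camera at an adjusted p of 0.0259, with an adjusted p of 0.235 with an estimated correlation. BBC3 is also listed among the p53 targets and BNIP3 among the hypoxia response genes. Each of the 3 DEGs stayed higher but fell below the fold threshold in fits that left out a single library. BBC3 was at 0.56 without si-SNRPB replicate 1. BNIP3 was at 0.57 without si-NC replicate 1, 0.57 without si-SNRPB replicate 2 and 0.55 without si-SNRPB replicate 3. DIABLO was at 0.579 without si-NC replicate 2 and 0.55 without si-SNRPB replicate 3, and it shares 2006 exon bases with a second gene of the same symbol and 1139 with AC048338.1, both on the same strand, and 970 with B3GNT4 on the opposite strand. Of 24 genes that restrain apoptosis, 5 were in the table, with IER3 higher and the other 4 lower, and IER3 was the only DEG.
Of 41 MAPK and stress kinases and phosphatases, 15 were in the table, 8 higher and 7 lower, and 7 in each direction passed the adjusted p from edgeR. The DEGs were the kinase gene MAP3K14 (1.29) and the phosphatase genes DUSP4 (0.74) and DUSP5 (0.73). DUSP5 was at 0.56 without si-SNRPB replicate 1, and the list did not pass camera (adjusted p = 0.364, and adjusted p = 0.766 with an estimated correlation). Of 26 genes that restrain proliferation, 7 were in the table and 6 were DEGs in both directions. CDKN1A (0.70), which encodes the cyclin-dependent kinase inhibitor p21, BTG2 (1.13), GADD45A and GADD45B were the higher DEGs. CDKN1A, BTG2 and GADD45A are also listed among the p53 targets, so the 2 lists are not separate evidence. The mTOR regulator TSC2 (−0.77), which shares 778 exon bases with PKD1 and 402 with NTHL1 on the opposite strand, and the kinase inhibitor gene CDKN2D (−0.60) were the lower DEGs. TSC2 alone was a lower DEG without si-NC replicate 2, without si-SNRPB replicate 2 and with TMM. Camera gave this list an adjusted p of 0.364, and the adjusted p was 0.747 with an estimated correlation. BBC3, CDKN1A, DDIT4, IER3, MAP3K14 and PFKFB4 also share exon bases with another annotated gene and can hold its reads.
The authors' deposited table also gives GO terms for 2931 of the 3521 genes, which allows the DEGs of the refit to be counted under the terms of Fig. 5a. Of the 883 DEGs, 666 had a GO term. Positive regulation of transcription from the RNA polymerase II promoter held 37 DEGs, 21 higher and 16 lower. Apoptotic process held 29, of which 21 were higher and 8 lower. Fisher's exact test of that direction against the other DEGs gave p = 0.0135, and an adjusted p of 0.135 over the 10 terms. Negative regulation of apoptotic process held 27 DEGs (17 higher and 10 lower), and positive regulation of it held 20 (14 higher and 6 lower). Protein phosphorylation held 18 DEGs, 8 higher and 10 lower, and negative regulation of cell proliferation held 21, 11 higher and 10 lower. Regulation of cell proliferation held 13 DEGs (9 higher), nervous system development 12 (8 higher), lipid metabolic process 7 (2 higher) and cellular response to hypoxia 5 (2 higher and 3 lower). None of the 10 terms passed a test of its share of DEGs against that of the rest of the table (Fisher's exact test, smallest adjusted p = 0.458, with 0 terms at an unadjusted p under 0.05). That test compares DEGs only with other genes past the authors' adjusted p, not with all genes of the cell. It counted genes without a GO term as outside every term and was not repeated on the 2931 genes with one. It therefore cannot decide whether the terms of Fig. 5a hold.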

Gene Ontology (GO) ontology analysis of DEGs after SNRPB knockdown in Ishikawa cells identified via RNA-seq revealed that these DEGs were associated mainly with transcription regulation, apoptosis, protein phosphorylation, hypoxia and proliferation (Fig. 5a).

**Fig. 5:**
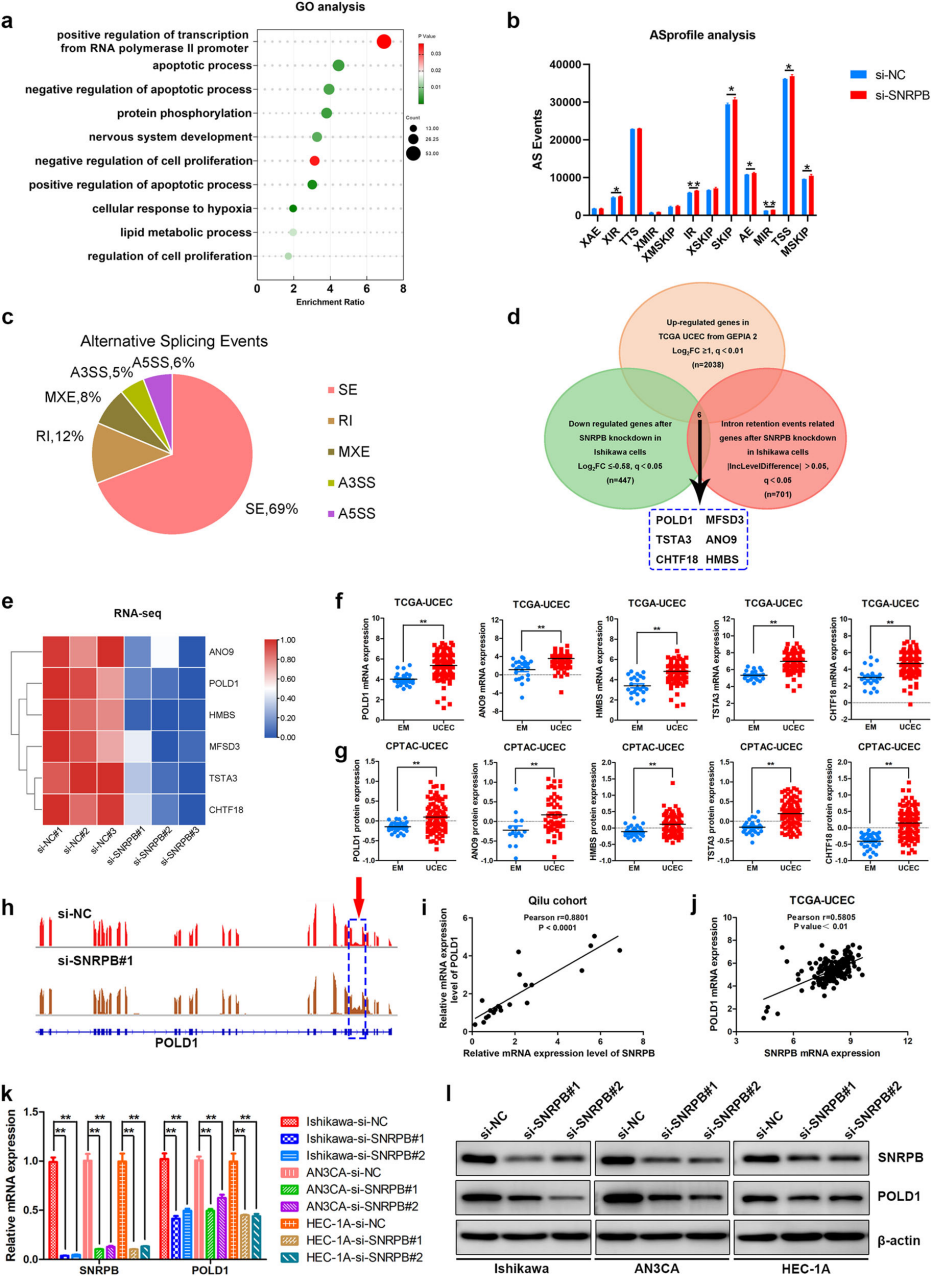
POLD1 is the critical downstream target of SNRPB in endometrial cancer cells. **a** GO ontology analysis of the DEGs identified by RNA-seq after SNRPB knockdown in Ishikawa cells. **b** ASprofile was used to compare the 12 basic AS events from the RNA-seq data after SNRPB knockdown in Ishikawa cells. **c** rMATS was used to define AS events and identify crucial alternative splicing events following SNRPB depletion in Ishikawa cells. **d** The downstream crucial target genes were selected by comparing the genes affected by differential intron retention AS events, downregulated DEGs after SNRPB knockdown and genes with upregulated expression in the TCGA-UCEC cohort. **e** A heat map of RNA-seq data demonstrating the selected crucial target genes. **f** The mRNA expression levels of selected target genes were analyzed in endometrial cancer and normal endometrial tissues from the TCGA-UCEC (endometrial cancer (*n* = 181); normal endometrium (*n* = 23)). **g** The protein expression levels of selected target genes were analyzed in endometrial cancer and normal endometrial tissues from the CPTAC (endometrial cancer (*n* = 100); normal endometrium (*n* = 31)) cohort. **h** RNA-seq reads mapped to POLD1 cells after SNRPB knockdown in Ishikawa cells were visualized via an IGV/Sashimi plot. **i** A qPCR analysis of the relationship between SNRPB and POLD1 mRNA expression in fresh-frozen endometrial cancer tissues (*n* = 22) from the Qilu cohort. **j** A correlation analysis of SNRPB and POLD1 expression in the TCGA-UCEC cohort (*n* = 181). **k** qPCR was used to assess POLD1 expression levels after SNRPB knockdown in endometrial cancer cells. l Western blotting was used to assess POLD1 expression levels after SNRPB knockdown in endometrial cancer cells. The *P* value was obtained via an unpaired *t*-test. *P < 0.05, **P < 0.01.

As SNRPB is a core splicing factor, ASprofile was used to compare 12 basic alternative splicing (AS) events after SNRPB silencing in Ishikawa cells via RNA-seq data. Among the AS events identified, the differences in the number of approximate IR (XIR), intron retention (IR), skipped exon (SKIP), alternative exon ends (AE), multi-IR (MIR), transcription start site (TSS) and multiexon SKIP (MSKIP) events were significant (Fig. 5b). Thus, there was an obvious correlation between intron retention and SNRPB expression levels. Next, to identify crucial alternative splicing events following SNRPB depletion, rMATS was used to define AS events with |IncLevelDifference| >0.05 and *q* < 0.05 (ref. ^10^), and 5,742 AS events were identified. Among them, exon skipping had the highest percentage (69.14%), followed by intron retention (12.21%) (Fig. 5c).

By comparing the genes affected by differential intron retention AS events, the downregulated DEGs after SNRPB knockdown and the genes whose expression was upregulated in the TCGA-UCEC cohort, we identified six crucial target genes (POLD1, MFSD3, TSTA3, ANO9, CHTF18 and HMBS), as shown in Fig. 5d. The mRNA expression of the selected six target genes was analyzed via the RNA-seq data of SNRPB-knockdown Ishikawa cells (Fig. 5e). 

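POLD1, CHTF18, TSTA3, MFSD3 and ANO9 were lower in si-SNRPB, and in each of these 5 genes every si-SNRPB library lay below every si-NC library. The normalized count of POLD1, the catalytic subunit of DNA polymerase delta, was 2049 ± 146 (SD, n = 3) in si-NC and 1226 ± 83.8 (SD, n = 3) in si-SNRPB, so that 59.8% of the si-NC mean was left. Its log2 fold change was −0.74 (standard error 0.08, adjusted p = 1.80e-06 from edgeR's quasi-likelihood test). CHTF18, a subunit of a clamp loader that works at the replication fork, had the largest decrease, from 1882 ± 60.4 (SD, n = 3) to 1028 ± 239 (SD, n = 3). This is a log2 fold change of −0.87 (standard error 0.11, adjusted p = 1.22e-05 from edgeR). TSTA3, an enzyme of GDP-fucose synthesis, went from 2741 ± 98.2 (SD, n = 3) to 1664 ± 242 (SD, n = 3), with a log2 fold change of −0.72.
MFSD3 and ANO9 lay closer to the fold threshold of 0.58. MFSD3, a membrane protein of the major facilitator superfamily, was at −0.64 and ANO9, of the anoctamin family, at −0.62. Their adjusted p-values from edgeR were 0.00048 and 0.000507. MFSD3 was no longer a DEG without si-SNRPB replicate 2 (−0.54) or replicate 3 (−0.576), and ANO9 without si-SNRPB replicate 3 (−0.51). With TMM, the scaling planned first, 3 of the target genes of the paper were DEGs (POLD1, CHTF18 and TSTA3), and MFSD3 was at −0.51 and ANO9 at −0.49. With upper quartile scaling 2 were DEGs, since TSTA3 was at −0.575. POLD1 stayed a DEG under both scalings, but closer to the fold threshold. It was at 65.5% of si-NC with TMM and 66.2% with upper quartile scaling, against 59.8% with the authors' size factors. Camera gave the target genes as a list an adjusted p of 0.00795, and the adjusted p was 0.393 with an estimated correlation. Because the paper chose these genes on the same libraries for being lower, neither value is independent evidence of their direction. In 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1.
On GRCh38, POLD1 (ENSG00000062822) lies on chromosome 19 from 50384204 to 50418018, CHTF18 on chromosome 16 from 788046 to 800737 and TSTA3 on chromosome 8 from 143612618 to 143618048. MFSD3 lies on chromosome 8 from 144509074 to 144511213 and ANO9 on chromosome 11 from 417933 to 442011. POLD1 shares 426 exon bases with AC020909.1 on the same strand, and CHTF18 shares 193 with GNG13 and 142 with RPUSD1 on the opposite strand, so their counts can hold reads of those genes. A count per gene does not separate POLD1 transcripts with and without intron 22.
The paper selected its crucial target genes on differential intron retention, a lower level after SNRPB knockdown and a higher level in the TCGA-UCEC cohort. The splicing events and the tumor data of that selection were not analysed here.

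**Figure D2:**
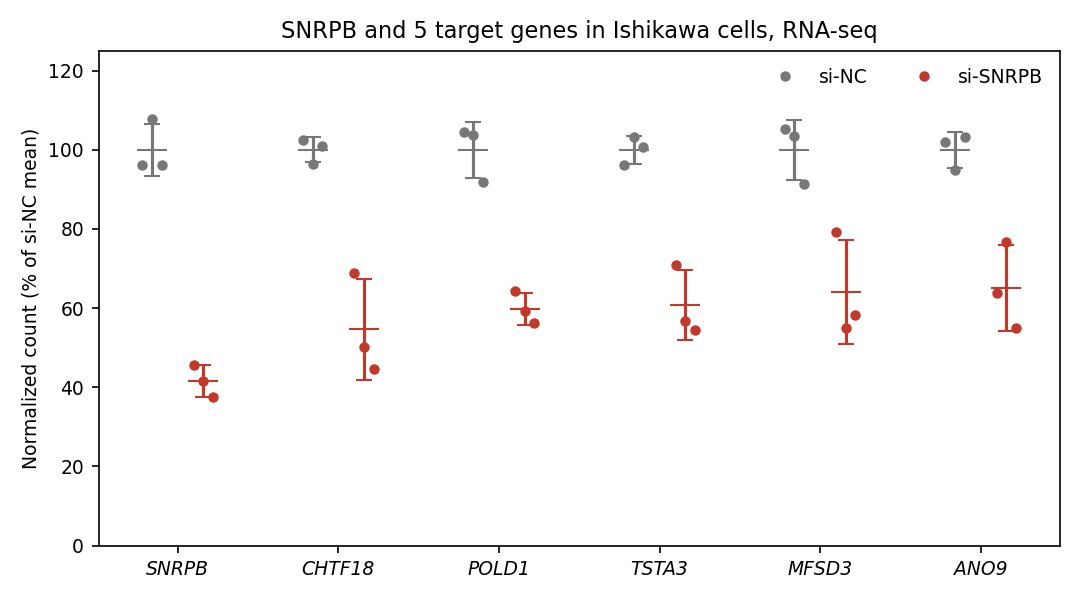
Normalized counts of SNRPB and 5 target genes in percent of each gene's si-NC mean (vertical axis, from 0). Points are the 3 libraries of si-NC (grey) and si-SNRPB (red), and bars are the mean and SD. The si-SNRPB libraries of POLD1 lie between 56.1% and 64.2%, and those of CHTF18 between 44.6% and 68.9%.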

The expression levels of the six target genes were analyzed in endometrial cancer and normal endometrial tissues in the TCGA-UCEC and CPTAC cohorts (MFSD3 expression data were not available in the datasets); the results revealed that these selected target genes were overexpressed in endometrial cancer tissues (Fig. 5f, g and Supplementary Fig. 2d). POLD1 plays a significant role in DNA replication and repair, and it also contributes significantly to the initiation and progression of tumors^29^. Differential expression of POLD1 was detected via qPCR and western blotting in freshly frozen endometrial cancer and normal endometrial tissues, which revealed that POLD1 was significantly highly expressed in endometrial cancer (Supplementary Fig. 2e–g). Therefore, POLD1 was selected as an important downstream target of SNRPB in endometrial cancer. The RNA-seq reads mapped to POLD1 after SNRPB depletion in Ishikawa cells were visualized via a Sashimi plot, which revealed intron 22 retention in POLD1 pre-mRNA (Fig. 5h). Furthermore, the SNRPB and POLD1 mRNA levels were simultaneously detected in fresh-frozen tissues via qPCR, and Pearson’s correlation analysis was performed. SNRPB was significantly positively correlated with POLD1 expression in endometrial cancer (Pearson *r* = 0.8801) (Fig. 5i). In the TCGA-UCEC cohort, the correlation analysis also revealed a positive association between SNRPB and POLD1 expression (Pearson *r* = 0.5805) (Fig. 5j). To validate SNRPB regulation of POLD1 expression, POLD1 expression levels were assessed after SNRPB knockdown via qPCR and western blotting. The results suggested that SNRPB inhibition decreased POLD1 expression in endometrial cancer cells (Fig. 5k, l and Supplementary Fig. 2h). These findings indicated that the splicing factor SNRPB regulated intron retention and the expression level of POLD1, and POLD1 was identified as the crucial downstream target of SNRPB in endometrial cancer cells.

### High expression of POLD1 is correlated with adverse clinical outcomes in patients with endometrial cancer

The POLD1 mutation rate was 8% in patients with endometrial cancer according to the TCGA PanCancer atlas (Supplementary Fig. 3a). We also evaluated the effect of POLD1 mutation on patient survival and found that POLD1 mutation was positively correlated with Progression Free Survival (PFS), Disease Specific Survival (DSS) and OS in patients with endometrial cancer (Supplementary Fig. 3b–d). We interrogated the TCGA PanCancer atlas database to determine POLD1 mRNA expression in patients with endometrial cancer. The ratio of patients with high POLD1 mRNA expression was 8%, and high POLD1 expression was associated with worse Progression Free Survival (PFS) in patients with endometrial cancer (Supplementary Fig. 3e, f). The correlation between POLD1 mRNA expression and clinical outcomes was examined via the Kaplan–Meier plot website, and high POLD1 expression was also correlated with poor OS and relapse-free survival in patients with endometrial cancer (Supplementary Fig. 3g, h). These findings suggest that POLD1 mutation is an important factor contributing to favorable prognosis and that high POLD1 expression is an adverse prognostic biomarker in patients with endometrial cancer.

### POLD1 knockdown suppressed the malignant behavior of endometrial cancer

To investigate the role of POLD1 in endometrial cancer cells, we used siRNA to deplete POLD1 in Ishikawa, AN3CA and HEC-1A cells. We conducted qPCR and western blotting experiments to determine the interference efficiency of POLD1 siRNA (Fig. 6a, b and Supplementary Fig. 4a). A growth curve assay revealed that POLD1 knockdown decreased the growth speed of Ishikawa, AN3CA and HEC-1A cells (Supplementary Fig. 4b). Furthermore, depletion of POLD1 suppressed the ability of Ishikawa, AN3CA and HEC-1A cells to form colonies (Supplementary Fig. 4c). EdU incorporation assays revealed that the fraction of DNA-replicating cells was reduced by silencing POLD1 expression in Ishikawa, AN3CA and HEC-1A cells (Fig. 6c and Supplementary Fig. 4d). Flow cytometry analysis demonstrated that SNRPB knockdown resulted in cell cycle arrest at the G1 phase and induced the apoptosis of Ishikawa cells (Fig. 6d–g). Endometrial cancer cells were tested for their metastatic capacity via Transwell assays in which POLD1 was silenced, and the results demonstrated that POLD1 depletion inhibited the migratory and invasive capacities of Ishikawa, AN3CA and HEC-1A cells (Supplementary Fig. 4e, f). To demonstrate the oncogenic biological functions of the splicing factor SNRPB through the regulation of POLD1 expression, POLD1 siRNA was transfected into SNRPB-overexpressing Ishikawa and AN3CA cells. POLD1 knockdown impaired the increase in growth rate and colony formation capacity induced by SNRPB in endometrial cells (Fig. 6h, i). Hence, POLD1 might play a crucial role as the downstream target responsible for facilitating the oncogenic functions of SNRPB in endometrial cancer cells.

**Fig. 6:**
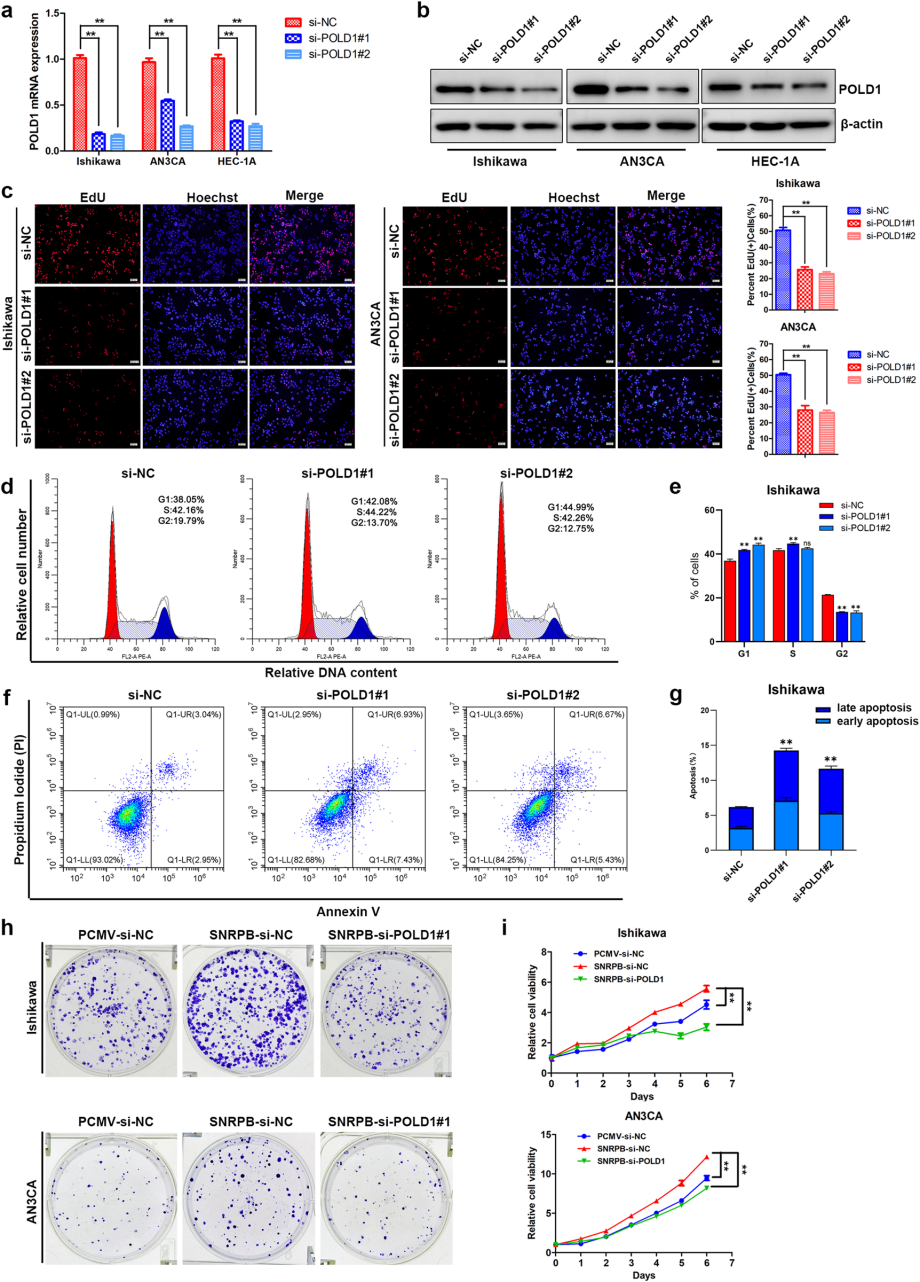
POLD1 knockdown suppressed the malignant behavior of endometrial cancer cells. **a** qPCR was conducted to determine the interference efficiency of POLD1 siRNA in Ishikawa, AN3CA and HEC-1A cells (*n* = 3 biologically independent samples). **b** Western blotting was conducted to determine the interference efficiency of POLD1 siRNA in Ishikawa, AN3CA and HEC-1A cells (*n* = 3 biologically independent samples). **c** The fraction of DNA-replicating cells was reduced by silencing POLD1 in Ishikawa and AN3CA cells, which were subjected to an EdU incorporation assay (*n* = 3 biologically independent samples). **d** A flow cytometric analysis of the effect of POLD1 silencing on the cell cycle distribution of Ishikawa cells. **e** Quantification of the percentage of cells in different phases from (**d**). **f**, **g** A flow cytometric analysis of the impact of POLD1 inhibition on the apoptosis of Ishikawa cells. **h** The colony formation assay was applied to investigate the effects of POLD1 knockdown on the clonogenic activity of SNRPB-overexpressing Ishikawa and AN3CA cells (*n* = 3 biologically independent samples). **i** MTT assay was applied to investigate the effects of POLD1 knockdown on the proliferation of SNRPB-overexpressing Ishikawa and AN3CA cells (*n* = 3 biologically independent samples). The *P* value was obtained via an unpaired *t*-test. *P < 0.05, **P < 0.01.

### SNRPB regulates intron 22 retention in POLD1 pre-mRNA in endometrial cancer cells

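POLD1 encodes p125, the catalytic subunit of DNA polymerase delta, and lies on the plus strand of chromosome 19. In GENCODE release 29 on GRCh38, its coding transcript ENST00000440232.6 has 27 exons and encodes 1107 amino acids. Its 26 introns are mostly short, with a mean length of 1160 bp that owes much to intron 1 (14460 bp). Intron 22 is 569 bp long and is 19th of the 26 from short to long, next to intron 23 of 81 bp. It runs from position 50415827 to 50416395, between exon 22 (50415724 to 50415826, 103 bp) and exon 23 (50416396 to 50416528, 133 bp). The intron begins with GTCAGGCC and ends with GGCCGCAG, so it has the usual GT and AG ends, and its GC content is 67.1%. Exon 22 ends with the last base of codon 940. The same annotation holds 1 POLD1 transcript that carries intron 22, of the type retained intron. It has 4 exons and 1048 nt and runs from 50415509 to 50417091.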

To understand the mechanism responsible for SNRPB-mediated regulation of POLD1 intron retention, we obtained details about the POLD1 transcript from the Ensembl database. The black box in Fig. 7a indicates the position of the retained intron 22 in POLD1 after the knockdown of SNRPB in Ishikawa cells. A zoomed-in view indicates the position of the retained introns in POLD1, and the products of the normal and abnormal splicing of POLD1 are shown schematically in Fig. 7b. A PCNA interaction motif between amino acids 1001 and 1005 in the C-terminal domain of POLD1 was identified, and this motif is essential for its enzyme activity^30^. 

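Codons 1001 to 1005 of POLD1 encode the peptide GLLAF and lie in exon 24, at positions 50416657 to 50416671 of chromosome 19 on GRCh38. This is downstream of intron 22. When the reference sequence is read in frame from exon 22, where codon 940 ends, intron 22 adds 37 codons (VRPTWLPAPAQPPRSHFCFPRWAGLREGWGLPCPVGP) and then the stop codon TGA at positions 50415938 to 50415940. The stop begins at base 112 of the intron. A protein made from such a transcript would have 977 amino acids in place of 1107, and would lack the last 167 amino acids of POLD1, or 15.1%, with the motif among them. If all other introns are removed, 4 exon junctions follow the stop. These lengths are read from the reference sequence alone, and no read of intron 22 was analysed here.

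**Figure D3:**
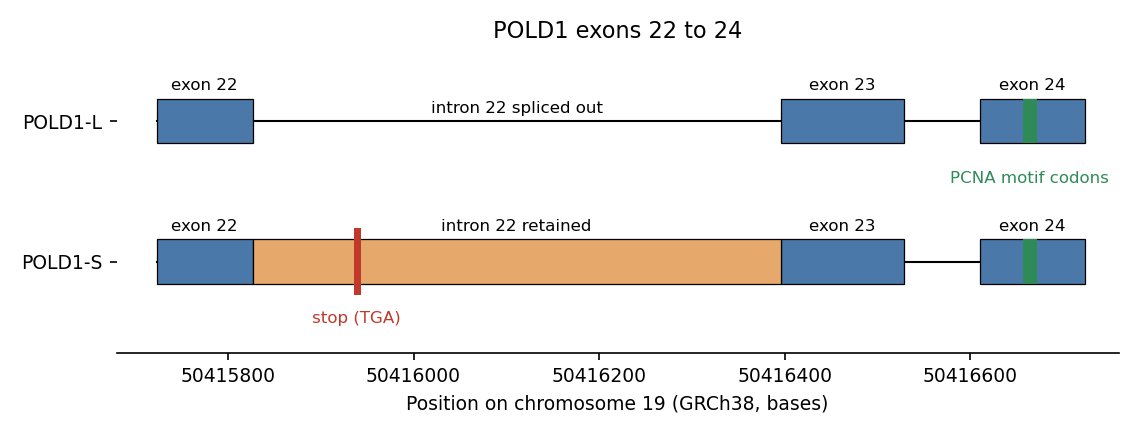
Exons 22 to 24 of POLD1 to scale on chromosome 19 (horizontal axis, position in bases on GRCh38), with intron 22 spliced out (POLD1-L) and retained (POLD1-S). Blue boxes are exons, the orange box is intron 22, the red bar is the stop codon at 50415938 to 50415940 and the green bar is the codons of the PCNA motif in exon 24. The stop lies upstream of the motif.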

The product of intron 22 retention in POLD1 harbored premature termination codons, which led to the loss of the PCNA binding site.

**Fig. 7:**
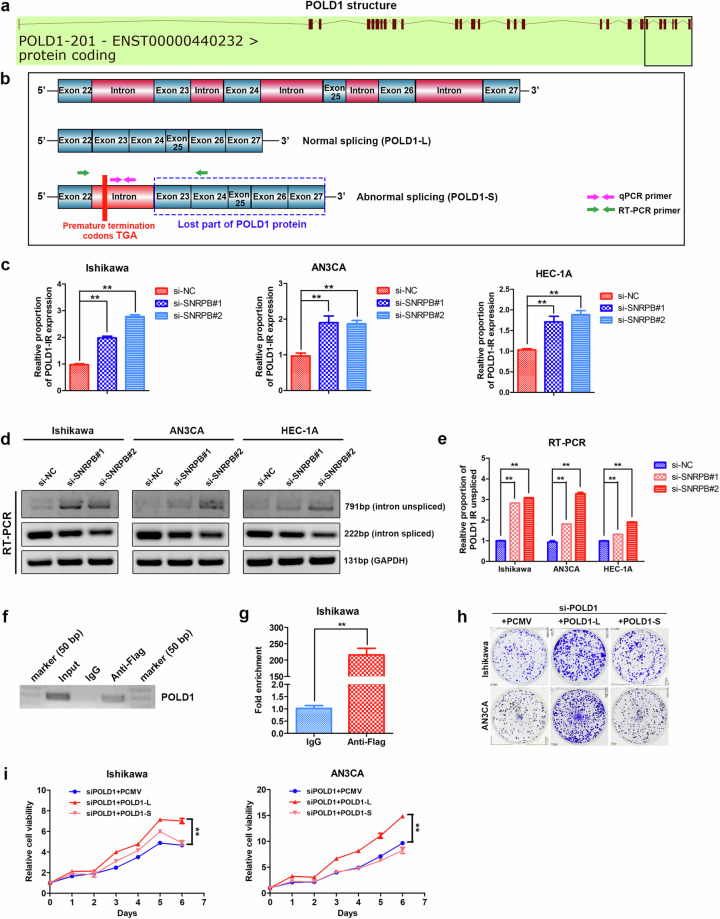
SNRPB regulates intron 22 retention in POLD1 pre-mRNA in endometrial cancer cells. **a** Details of the POLD1 transcript were obtained from the Ensembl database. The black box indicates the position of retained intron 22 in POLD1 after SNRPB was knocked down in Ishikawa cells. **b** A zoomed view indicating the position of the retained introns in POLD1 and the products of the normal and abnormal splicing of POLD1. **c** qPCR was used to detect the relative expression of unspliced intron 22 of the POLD1 transcript (POLD1-S) after SNRPB depletion in endometrial cancer cells via specific primers against intron 22. **d** Specific primers were designed within exon 22 and exon 24 spanning intron 22, and RT‒PCR was performed to distinguish the presence or absence of intron 22 of POLD1. GAPDH served as the endogenous control. **e** The proportion of intron 22 retained in POLD1 after SNRPB silencing in endometrial cancer cells according to the data from (**d**). **f** RNA immunoprecipitation was performed to capture RNA from extracts from Ishikawa cells expressing SNRPB-Flag via an anti-Flag antibody (IgG as a control). RT‒PCR was applied to determine the relative enrichment of POLD1 mRNA levels following the RIP assay. **g** qPCR was applied to determine the relative enrichment of POLD1 mRNA levels following the RIP assay. **h** The clonogenic assay was performed to assess the effects of POLD1-L and POLD1-S overexpression on the colony formation abilities of Ishikawa and AN3CA cells with POLD1 silencing. **i** MTT cell proliferation curves were performed to assess the effects of POLD1-L and POLD1-S overexpression on the proliferation abilities of Ishikawa and AN3CA cells with POLD1 silencing. The *P* value was obtained via an unpaired *t*-test. *P < 0.05, **P < 0.01.

Primers were designed for intron 22 to examine the expression of unspliced intron 22 of the POLD1 transcript (abnormal splicing transcript POLD1-S) after SNRPB depletion in endometrial cancer cells. The relative proportion of POLD1-S transcript expression containing intron 22 was elevated after SNRPB inhibition in Ishikawa, AN3CA and HEC-1A cells (Fig. 7c). Specific primers were designed within exon 22 and exon 24 spanning intron 22, and RT‒PCR was performed to distinguish the presence or absence of intron 22. The expression of the POLD1-S transcript with intron 22 retention increased, and the expression of POLD1-L without intron 22 retention (normal splicing transcript) decreased after SNRPB silencing in Ishikawa, AN3CA and HEC-1A cells (Fig. 7d). SNRPB depletion increased the proportion of intron 22 retention in POLD1 in endometrial cancer cells (Fig. 7e). Furthermore, a RIP experiment was performed to obtain RNA from extracts from Ishikawa cells expressing SNRPB-Flag via an anti-Flag antibody (IgG as a control). The relative enrichment in POLD1 mRNA levels was evaluated by RT‒PCR and qPCR following the RIP assay. These results demonstrated that POLD1 mRNA was significantly enriched by the anti-Flag antibody compared with the negative control IgG (Fig. 7f, g).

To study the effects of different POLD1 transcripts (POLD1-L and POLD1-S) on the biological behavior of endometrial cancer cells, overexpression vectors for the full-length POLD1-L transcript (NM_002691) and truncated POLD1-S transcript (amino acids 1 and 940, from the start codon to exon 22) were constructed. MTT cell proliferation curves and clonogenic assays of POLD1-L- and POLD1-S-overexpressing Ishikawa and AN3CA cells with POLD1 silencing were performed, and the findings revealed that POLD1-L promoted the growth and colony formation of endometrial cancer cells (Fig. 7h, i). However, compared with POLD1-L overexpression, POLD1-S overexpression reduced proliferation and colony formation (Fig. 7h, i). These results are consistent with the effects of POLD1 on proliferative and metastatic capacities and are dependent mainly on the POLD1 C-terminus^25^. These data indicated that the splicing factor SNRPB promoted the effective splicing of POLD1 pre-mRNA in endometrial cancer cells.

### ASO-mediated SNRPB silencing inhibits the proliferative capacity of endometrial cancer cells

ASOs have emerged as promising therapeutic approaches in personalized medicine. In this study, ASOs targeting SNRPB were designed and synthesized by GenePharma. Endometrial cancer cells were transfected with these ASOs via Lipofectamine 2000. qPCR was employed to assess the impact of SNRPB-ASOs on its mRNA expression, revealing a significant decrease in SNRPB mRNA levels with SNRPB-ASO-1 in all three endometrial cancer cell lines (Fig. 8a). Furthermore, western blot analysis confirmed that SNRPB-ASO-1 also reduced the protein expression of SNRPB (Fig. 8b and Supplementary Fig. 5a). MTT proliferation and colony formation assays were used to assess the impact of SNRPB-ASO-1 on the malignant behavior of endometrial cancer. These findings indicated that SNRPB-ASO-1 effectively suppressed the proliferation and colony formation abilities of endometrial cancer cells (Fig. 8c, d). However, the SNRPB-specific ASO did not significantly affect human endometrial stromal cell growth or metastasis (Supplementary Fig. 5b–d). To further investigate the antitumor efficacy of SNRPB-ASO in vivo against endometrial cancer, we established a CDX model by subcutaneously injecting Ishikawa cells into nude mice. Following tumor establishment, we administered intratumoral injections of SNRPB-ASO or a negative control ASO-NC to evaluate their therapeutic effects, with four mice allocated to each group (Fig. 8e). The findings revealed that both tumor volume and weight were significantly lower in the SNRPB-ASO treatment group than in the ASO-NC group (Fig. 8f, g). Next, a PDX model was established, and intratumoral administration of SNRPB-ASOs (*n* = 5) was compared with that of ASO-NCs (*n* = 5) to evaluate therapeutic efficacy in the PDX model (Fig. 8h). The results revealed significant reductions in tumor weight and volume in the SNRPB-ASO treatment group (Fig. 8i, j). Taken together, these results suggested that ASO-mediated SNRPB inhibition decreased the proliferative capacity of endometrial cancer cells both in vitro and in vivo.

**Fig. 8:**
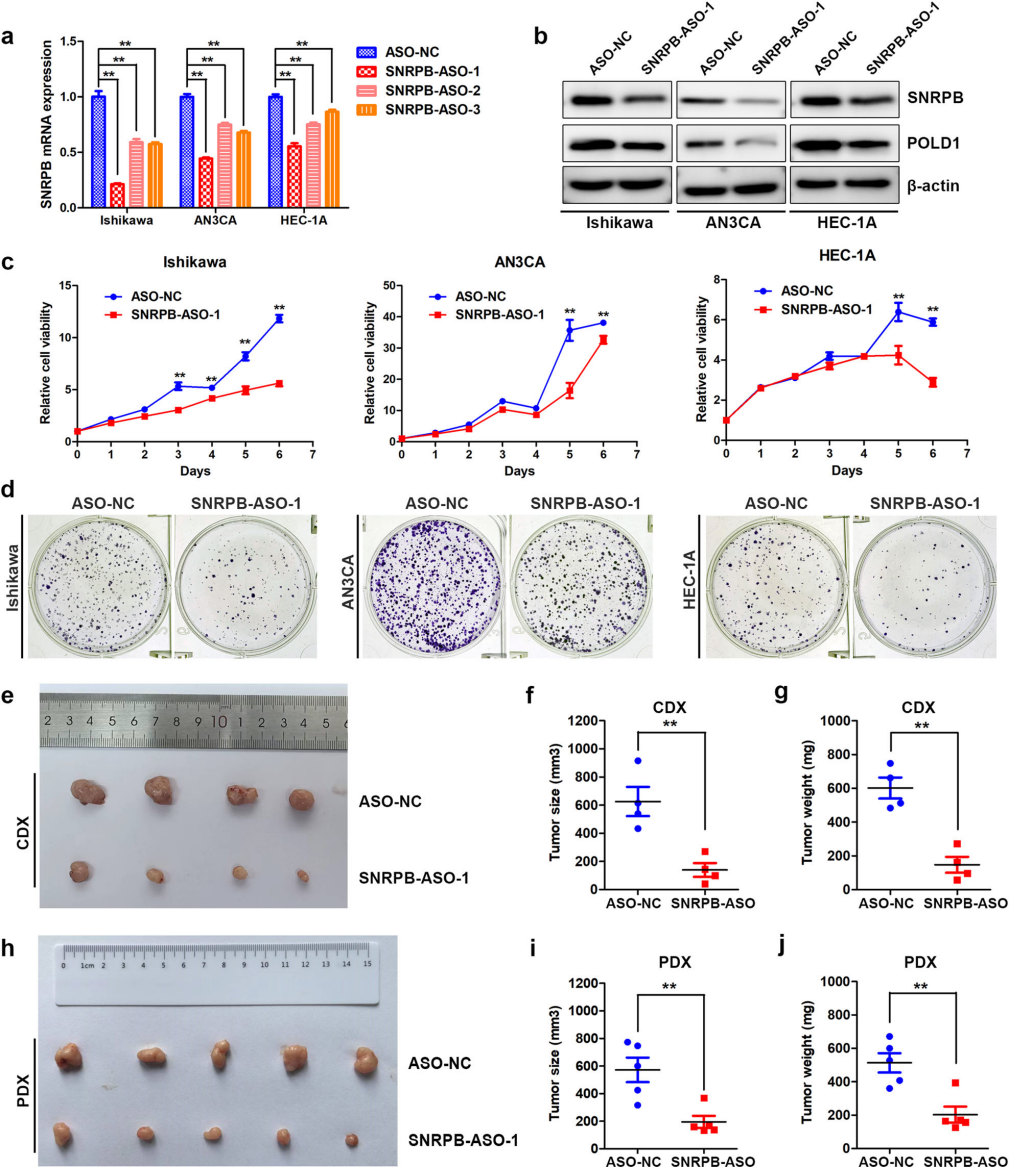
ASO-mediated SNRPB inhibition decreases the proliferation ability of CDX and PDX models of endometrial cancer. **a** A qPCR analysis of the effect of SNRPB-specific ASOs on SNRPB mRNA expression in Ishikawa, AN3CA and HEC-1A cells (*n* = 3 biologically independent samples). **b** Western blot analysis of the effect of SNRPB-ASO on SNRPB and POLD1 protein levels in endometrial cancer cells. **c**,**d** MTT cell proliferation curves (**c**) and clonogenic assays (**d**) were performed to assess the effects of SNRPB-ASO on the proliferation and colony formation abilities of endometrial cancer cells. **e** Photographs of endometrial cancer CDX tumors removed from sacrificed nude mice in the SNRPB-ASO group and ASO-NC group (*n* = 4 mice per group). **f**, **g** The volume (**f**) and weight (**g**) of the endometrial cancer CDX tumors were measured and calculated in the SNRPB-ASO group and ASO-NC group. **h** Photographs of endometrial cancer PDX tumors removed from killed NCG mice in the SNRPB-ASO group and ASO-NC group (*n* = 5 mice per group). **i**, **j** The volume (**i**) and weight (**j**) of the endometrial cancer PDX tumors were measured and calculated in the SNRPB-ASO group and ASO-NC group. The *P* value was obtained via an unpaired *t*-test. *P < 0.05, **P < 0.01.

## Discussion

The dysregulation of RNA splicing is a molecular characteristic of almost all types of tumors^31^. Splicing factors play essential roles in tumorigenesis and the development of human malignancies^32^. SNRPB is overexpressed in multiple human cancers and modulates multiple processes, such as cell proliferation, migration, invasion, cisplatin resistance and stemness^14,17,20^. In this study, we find that SNRPB was highly expressed in frozen or paraffin-embedded endometrial cancer samples and that high SNRPB expression was associated with unfavorable clinical outcomes in patients with endometrial cancer. In addition, SNRPB silencing suppressed the growth rate and metastasis of endometrial cancer cells. Our research revealed that the splicing factor SNRPB functions as an oncogenic driver in endometrial cancer. Hence, targeting the splicing factor SNRPB represents a new strategy for the treatment of endometrial cancer.

Alternative splicing plays an important role in the initiation and progression of endometrial cancer. The splicing factor SF3B1 is highly expressed in endometrial tissues, and SF3B1 silencing impaired the proliferation, migration and invasion abilities of tumor cells. Furthermore, the suppression of SF3B1 has been shown to induce G2/M arrest in endometrial cancer cells and impede the maturation of KSR2 pre-mRNA^5^. In this study, we find that SNRPB was overexpressed in endometrial cancer tissues and that high SNRPB expression indicated an unfavorable prognosis in patients with endometrial cancer. SNRPB promoted the malignant progression of endometrial cancer cells through regulating POLD1 expression. Low expression of miR-654-5p contributed to high SNRPB expression through direct binding to its 3′-UTR, and these results are consistent with our previous findings in ovarian cancer^14^. The relationship between miR-654-5p and SNRPB expression extends beyond endometrial cancer, suggesting the broader applicability of this regulatory interaction between miR-654-5p and SNRPB.

ASOs represent a novel class of highly specific nucleic acids engineered to silence target genes^33^. ASOs targeting SNORD14E have been shown to attenuate tumor cell proliferation and metastasis and induce apoptosis while impeding tumor growth in an endometrial cancer xenograft mouse model^34^. In this study, ASOs targeting SNRPB were developed and validated, with subsequent inhibition of SNRPB resulting in reduced proliferation in CDX and PDX mouse models. These findings suggest that ASO-mediated suppression of SNRPB may be a promising therapeutic approach for the treatment of endometrial cancer.

The POLD1 gene is located on chromosome 19q13.33, and its primary transcript (NM_002691.3) consists of 27 exons and produces a protein called p125 (1107 amino acids), which serves as the catalytic subunit of DNA polymerase delta (Polδ)^35^. POLD1 plays a central role in DNA replication and repair in cancers^29^. POLD1 stabilizes MYC and leads to faster cell growth and metastasis in bladder cancer cells^25^. POLD1 knockdown impedes cell proliferation and DNA synthesis and leads to cell cycle arrest^36^. POLD1 is a biomarker of poor clinical outcomes and is associated with proliferation ability and the immune response in clear cell renal cell carcinomas^37^. In this study, we find that silencing the expression of the splicing factor SNRPB decreased POLD1 expression levels in endometrial cancer cells, and POLD1 was identified as a critical downstream target of SNRPB in endometrial cancer cells.

Most genes generate proteomic complexity through alternative splicing, and intron retention is a unique mechanism for reducing gene expression^38^. Premature termination codons typically occur in intron-retaining transcripts, and aberrant transcripts are often removed by surveillance mechanisms^38^. Intron-retaining transcripts can also be translated to produce truncated proteins due to in-frame stop codons^39^. There are two major domains in p125: a catalytic core domain located at the N-terminus containing polymerases and exonucleases and a metal-binding domain situated at the C-terminus^40^. The PCNA interaction motif is present between amino acids 1001 and 1005 (exon 24) in the C-terminal domain of POLD1, and this motif is essential for its enzyme activity^30,40^. In this study, we reveal that POLD1 intron 22 retention was induced after SNRPB depletion in endometrial cancer cells. The retained intron 22 of POLD1 created a premature termination codon, leading to the absence of amino acids (941 and 1107) from exon 23 to exon 27 and the loss of the site of interaction with PCNA. Multiple PCNA-interacting protein domains are present in the Polδ complex, but POLD1 is the key partner. The interaction between POLD1 and PCNA is necessary for the activity and processivity of POLD1^40^. Here, we propose a potential new strategy for controlling the interaction between POLD1 and PCNA through the splicing factor SNRPB in endometrial cancer cells.

Through our research, the splicing factor SNRPB was found to be overexpressed in patients with endometrial cancer and associated with an unfavorable clinical outcome. Loss of SNRPB reduced endometrial cancer cell growth and invasion by regulating the retention of POLD1 introns. Intron retention decreases the expression and normal function of the canonical POLD1 gene post-transcriptionally in endometrial cancer cells. Low expression of miR-654-5p promoted the overexpression of SNRPB through direct binding to its 3′-UTR in endometrial cancer cells. Thus, the oncogenic driver SNRPB–POLD1 axis represents an interesting therapeutic target for endometrial cancer treatment. ASO-mediated silencing of SNRPB might provide an effective treatment strategy for treating patients with endometrial cancer.

## Supplementary Information

Supplementary Information

Supplementary Table 3

Original images of western blotting.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: Targeting the splicing factor SNRPB inhibits endometrial cancer progression by retaining the POLD1 intron
**Source:** Exp Mol Med. 2025 Feb 5;57(2):420–35. doi: 10.1038/s12276-025-01407-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

### Supplementary Figure-1

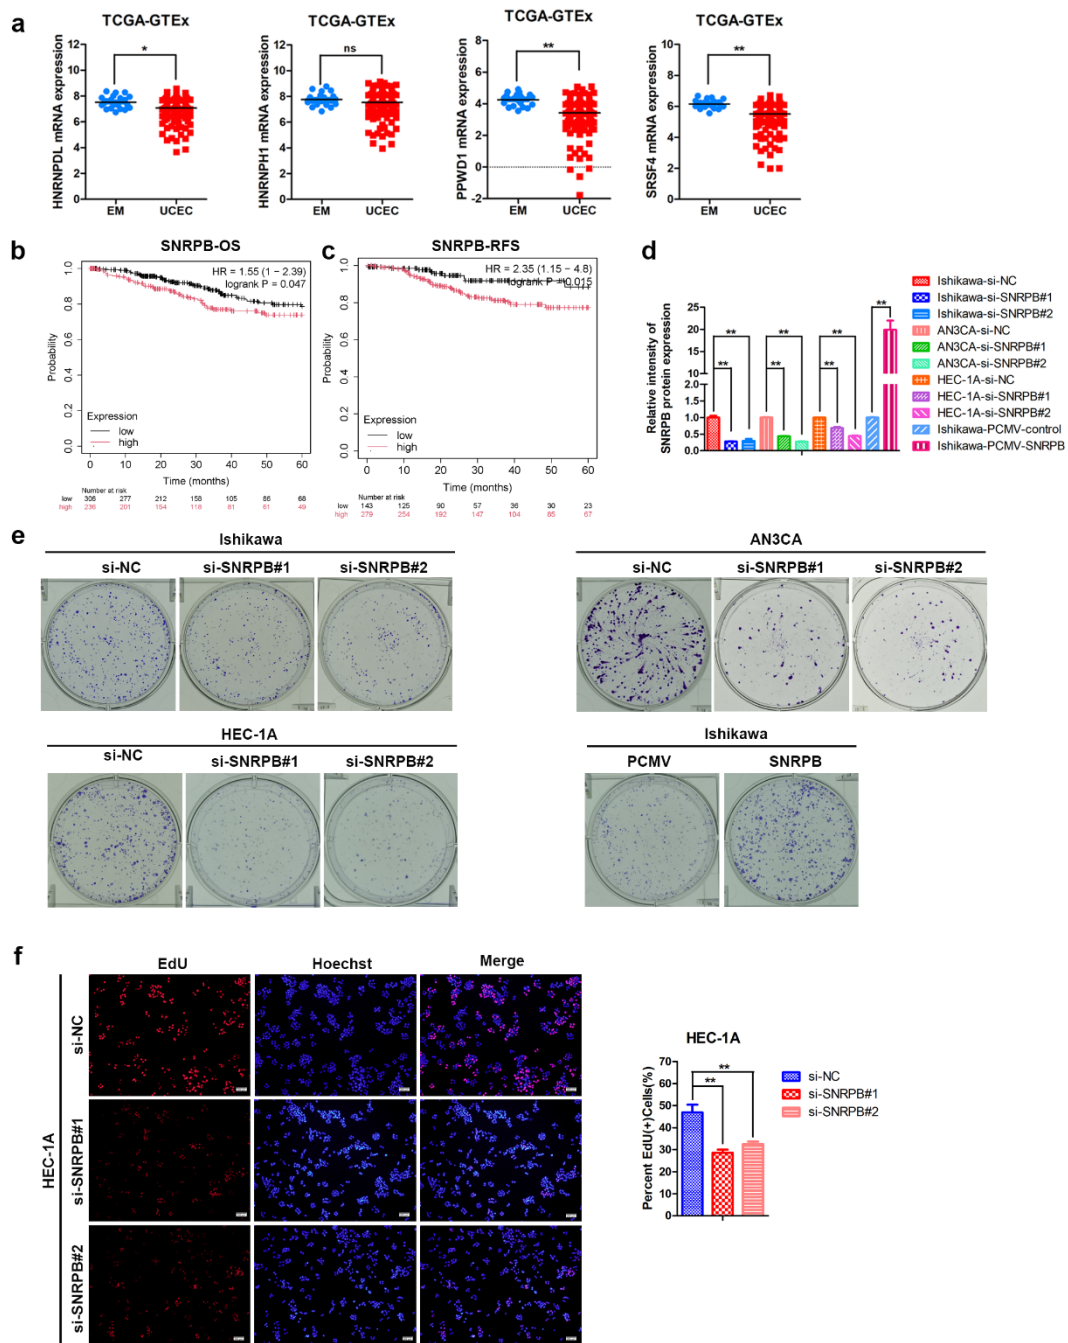

**Supplementary Fig. 1.** (a) Differential expression analysis of HNRNPDL, HNRNPH1, PPWD1, and SRSF4 between endometrial cancer (n=181) and normal endometrium (n=23) tissues using the data from TCGA-GTEx. (b-c) The effect of SNRPB on the overall survival (low expression, n=306; high expression, n=236) and relapse-free

survival (low expression, n=143; high expression, n=279) of endometrial cancer patients was analyzed using the Kaplan–Meier plotter online tool. (d) Quantification of western blotting bands derived from Fig.2b. (e) The colony formation assay was used to evaluate the impact of SNRPB knockdown in Ishikawa, AN3CA, and HEC-1A cells and overexpression in Ishikawa cells on the viability of endometrial cancer cells (n=3 biologically independent samples). (f) The fraction of DNA-replicating cells was reduced by silencing SNRPB in HEC-1A cells were subjected to EdU incorporation assay (n=3 biologically independent samples). P values were obtained by unpaired t tests (a, d and f) or log-rank tests (b and c).

## Supplementary Figure-2

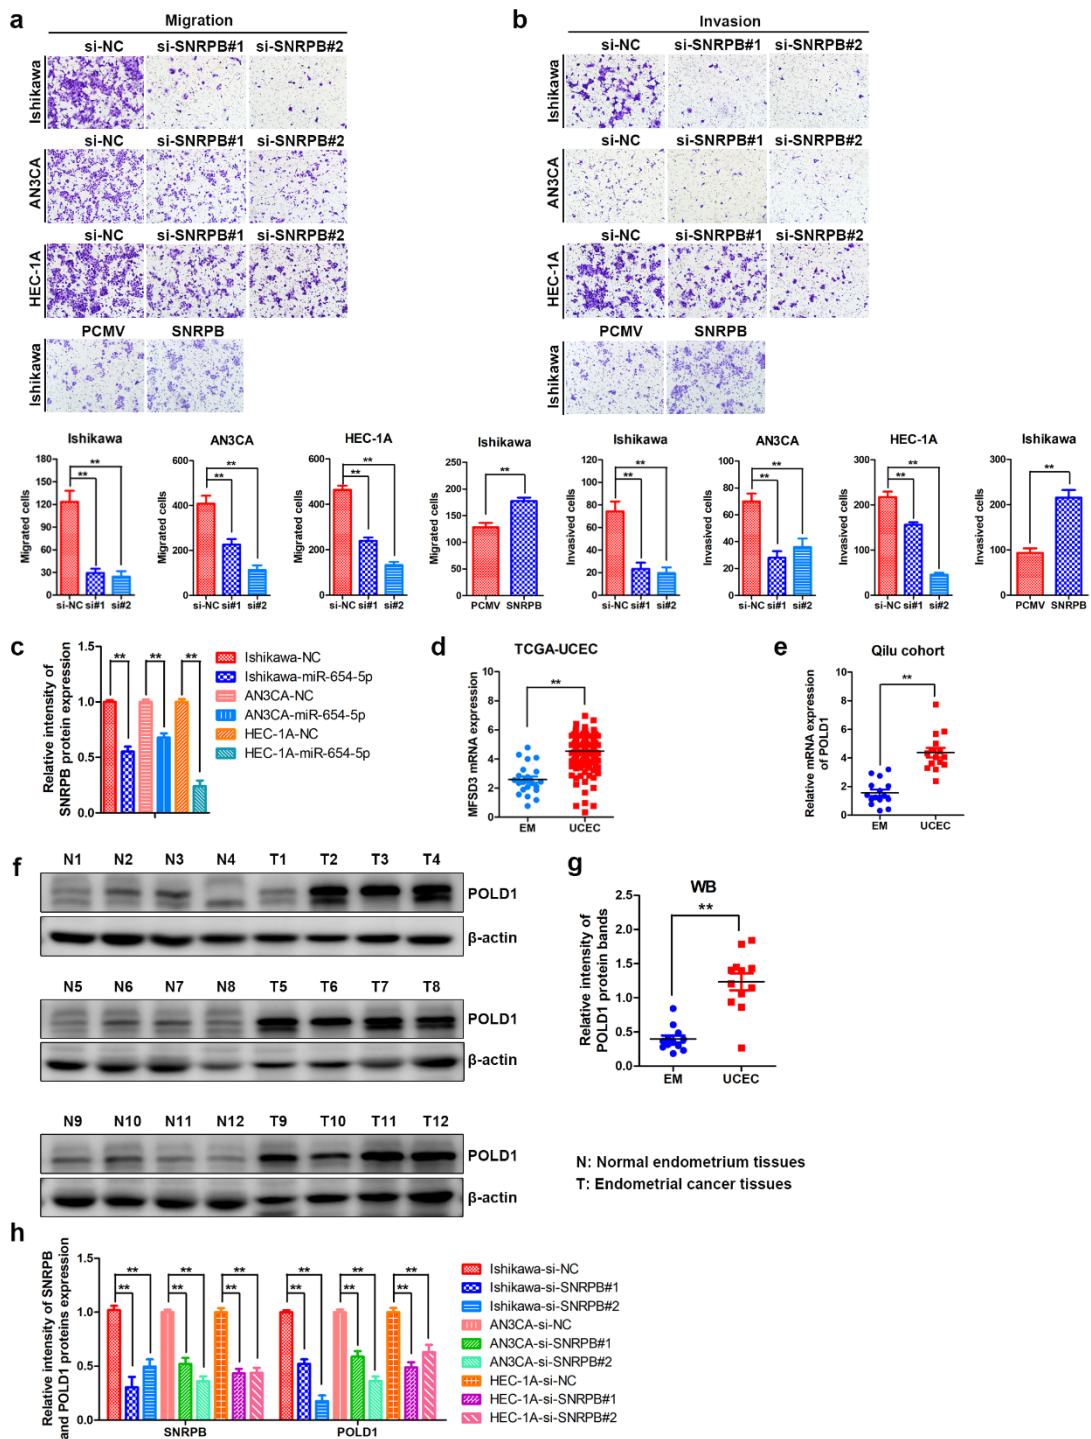

**Supplementary Fig. 2.** (a-b) Transwell migration and Matrigel-coated Transwell invasion assays were conducted to examine the impact of SNRPB silencing on the cell migration and invasion capabilities of Ishikawa, AN3CA, and HEC-1A cells (n=3 biologically independent samples). (c) Quantification of western blotting bands derived

from Fig. 4d. (d) Differential expression analysis of MFSD3 between endometrial cancer (n=181) and normal endometrium (n=23) tissues using the data from TCGA-UCEC. (e) qPCR analysis of POLD1 mRNA expression in fresh-frozen tissues from endometrial cancer patients (n=15) and normal endometrium (n=15). (f) Western blotting analysis of POLD1 protein expression in fresh-frozen tissues from endometrial cancer patients (T, n=12) and normal endometrium (N, n=12). (g) Quantification of western blotting bands derived from Supplementary Fig. 2f. (h) Quantification of western blotting bands derived from Fig. 5l. The P value was obtained by an unpaired t test. \*P < 0.05, \*\*P < 0.01.

### Supplementary Figure-3

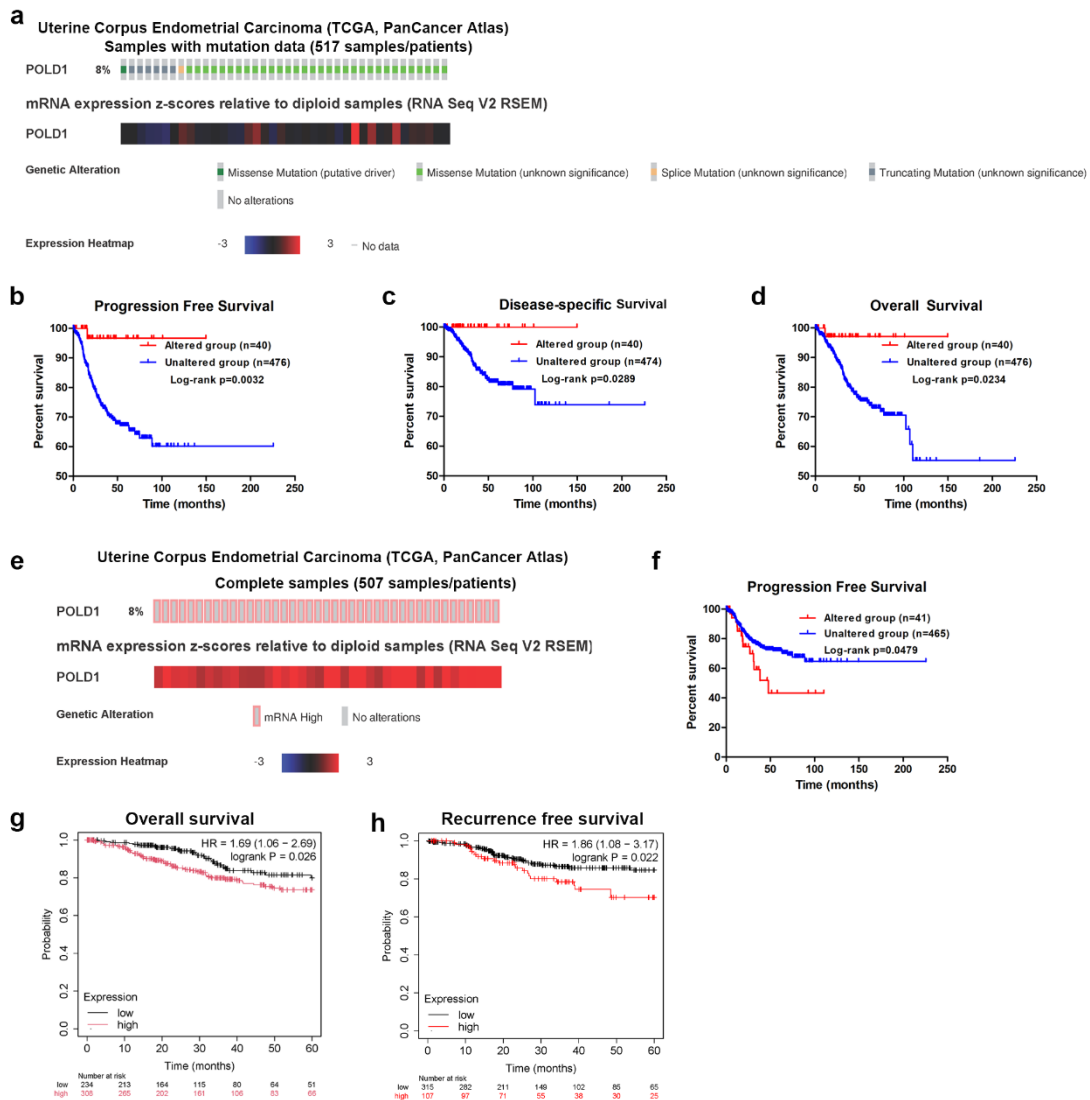

**Supplementary Fig. 3.** (a) The POLD1 mutation ratio was evaluated in uterine corpus endometrial carcinoma cases (n=517) from the TCGA, Nature 2013 and the TCGA PanCancer atlas. (b) The effect of POLD1 mutation on the Progression Free Survival (PFS) was determined in endometrial cancer cases (Altered group, n=40; Unaltered group, n=476) from the TCGA PanCancer atlas. (c) The effect of POLD1 mutation on the Disease Specific Survival (DSS) was determined in endometrial cancer cases (Altered group, n=40; Unaltered group, n=474) from the TCGA PanCancer atlas. (d) The effect of POLD1 mutation on the Overall Survival (OS) was determined in

endometrial cancer cases (Altered group, n=40; Unaltered group, n=476) from the TCGA PanCancer atlas. (e) The mRNA expression of POLD1 in endometrial cancer patients (n=507) was determined using the TCGA PanCancer atlas database. (f) The effect of POLD1 mRNA expression on PFS in endometrial cancer patient (Altered group, n=41; Unaltered group, n=465) data from the TCGA PanCancer atlas. (g) The relationship between POLD1 mRNA expression and OS in endometrial cancer patients (low expression, n=234; high expression, n=308) was examined using the KMplot website. (h) The relationship between POLD1 mRNA expression and RFS in endometrial cancer patients (low expression, n=315; high expression, n=107) was examined using the KMplot website. The P value was obtained by log-rank tests. \*P < 0.05, \*\*P < 0.01.

Supplementary Figure-4

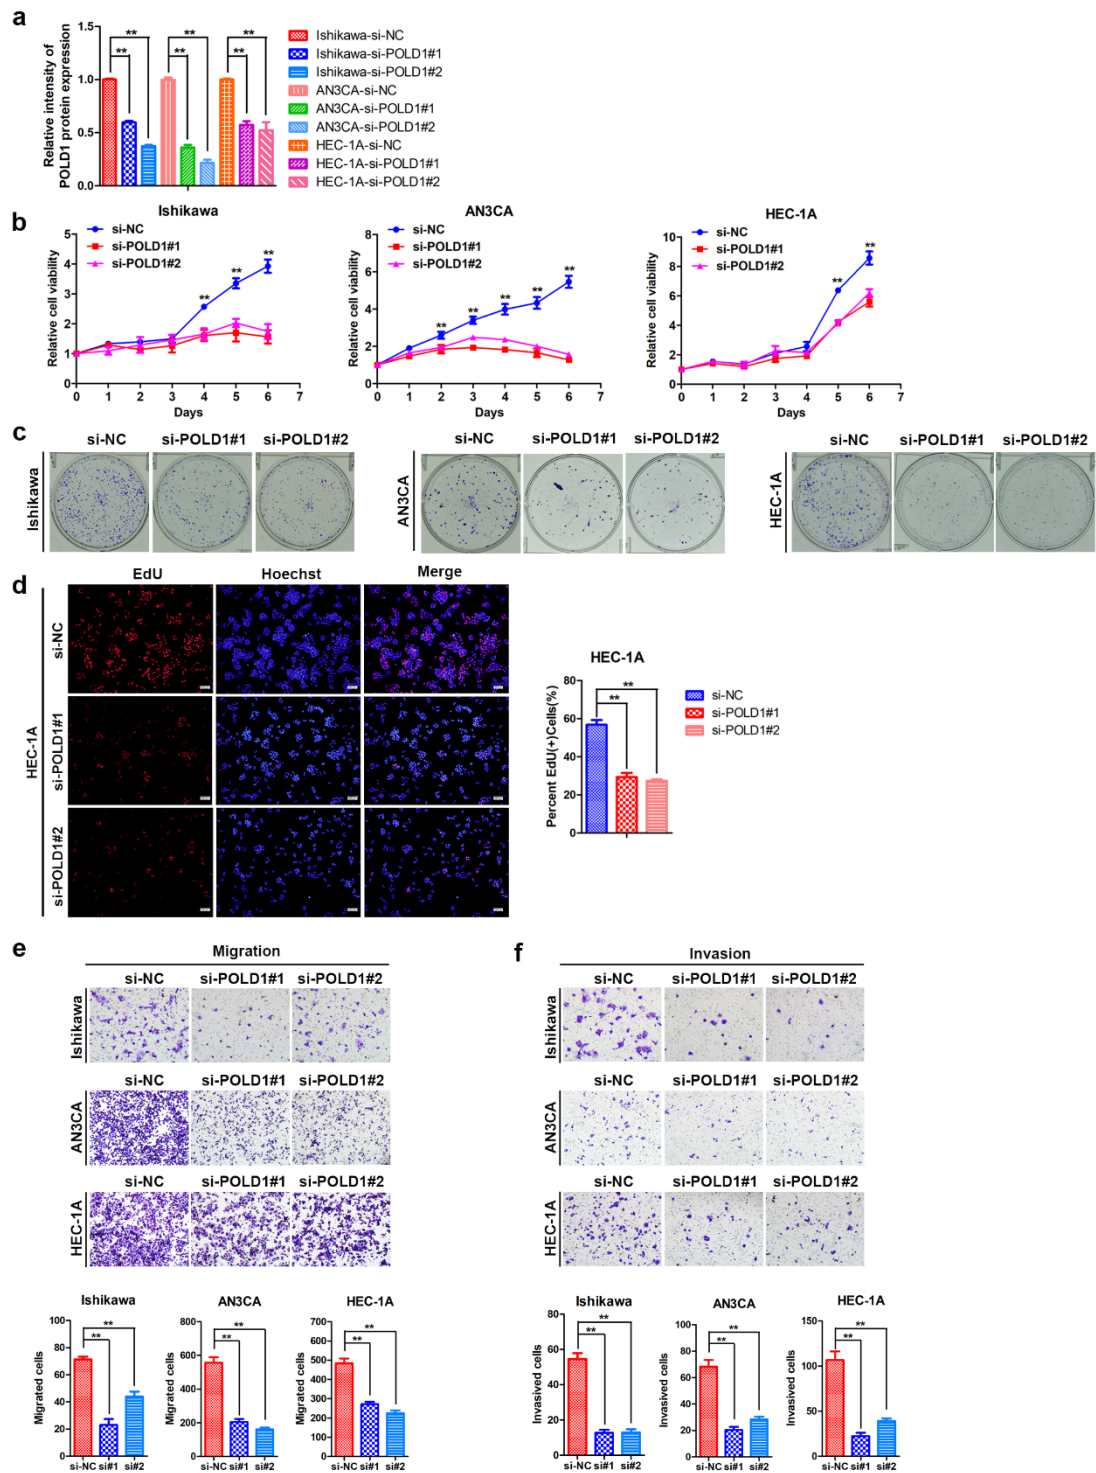

**Supplementary Fig. 4.** (a) Quantification of western blotting bands derived from Fig. 6b. (b) The effect of POLD1 knockdown on proliferation ability was evaluated by the growth curve assay in Ishikawa, AN3CA and HEC-1A cells. (c) A colony formation

assay was used to evaluate the impact of POLD1 knockdown on the viability of endometrial cancer cells (n=3 biologically independent samples). (d) The fraction of DNA-replicating cells was reduced by silencing POLD1 in HEC-1A cells were subjected to EdU incorporation assay (n=3 biologically independent samples). (e-f) Transwell assays were performed to determine the impact of POLD1 silencing on the migration and invasion of Ishikawa, AN3CA, and HEC-1A cells. The P value was obtained by an unpaired t test. \*P < 0.05, \*\*P < 0.01.

**Supplementary Figure-5**

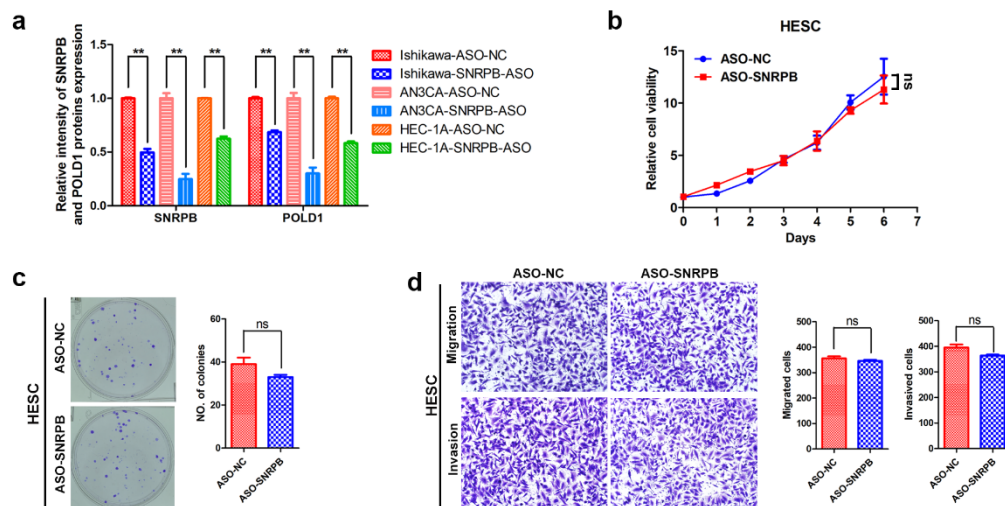

**Supplementary Fig. 5.** (a) Quantification of western blotting bands derived from Fig. 8b. (b-c) MTT cell proliferation curves and clonogenic assays were performed to assess the effect of SNRNP-ASO on the proliferation and colony formation abilities in Human Endometrial Stromal Cells (HESC) cells. (d) Transwell assays were performed to determine the impact of SNRNP-ASO on the migration and invasion of HESC cells. The P value was obtained by an unpaired t test. \*P < 0.05, \*\*P < 0.01.

**Supplementary Table-1. siRNA sequences used in this study.**

| <b>siRNA</b> | <b>sequence</b>             |
|--------------|-----------------------------|
| si-SNRPB#1   | 5'-CAAGCCAAAGAACUCCAAATT-3' |
| si-SNRPB#2   | 5'-UCCCAAAGAUACUGGUAUUTT-3' |
| si-POLD1#1   | 5'-GUUGGAGAUUGACCAUUAUTT-3' |
| si-POLD1#2   | 5'-CCGGUUACAACAUCCAGAATT-3' |

**Supplementary Table-2. Antisense oligonucleotides sequences used in this study.**

| <b>ASO</b>  | <b>sequence</b>     |
|-------------|---------------------|
| SNRPB-ASO-1 | TAAACCAGTTTCATAGGCC |
| SNRPB-ASO-2 | TAAGAAACAAACAGGTCTG |
| SNRPB-ASO-3 | ATACCAGTATCTTTGGGAG |

**Supplementary Table-3. Clinical information of endometrial cancer patients.**

How the deposited data were processed for this re-analysis (not part of the article)

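Gene expression was measured by RNA-seq in Ishikawa cells 48 h after transfection with a control siRNA (3 libraries, si-NC) or with SNRPB siRNA (3 libraries, si-SNRPB). Sequencing was done at BioSune Biotechnology Company. All 6 libraries were used, and no library was left out. Groups and replicate numbers were taken from the sample labels and the methods of the paper. The labels do not say which of the SNRPB siRNAs a library received or whether the libraries of a group came from separate cultures.

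The authors made 1 table for the 6 libraries, with a read count per gene and library as whole numbers that were not normalized. For each gene the authors deposited a mean normalized count over the 6 libraries, a fold change of si-SNRPB over si-NC as a ratio of normalized means, and the log2 of that fold change. They also deposited a p-value and its Benjamini-Hochberg adjustment. The submitters' processing notes list TopHat, Cufflinks and the build hg19, without versions or roles. The gene positions in the table were compared with GENCODE release 29 on GRCh38: 3518 of the 3521 genes tested were found there by identifier, and 95.5% of those found had the same start and end. The notes and the table thus name different builds, and positions are given here on GRCh38. The paper's text gives thresholds for DEGs and names no aligner, counting program or test for the RNA-seq, and the selection of RNA for the libraries and the strand of counting are not given in the sources used here. Every gene of the table has an adjusted p-value of the authors under 0.05 (highest 0.0499). Some symbols in the table had been turned into dates by a spreadsheet, and genes were therefore matched by identifier.

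The counts were tested with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) with no covariate, over the 3521 genes with at least 10 counts in 3 libraries. The number of genes over which the authors had adjusted was recovered from their p-values, adjusted p-values and ranks as 16109, and Benjamini-Hochberg adjustment used that number. Genes were called DEGs at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58, as in the paper. Normalized counts are counts divided by the authors' size factors, which were recovered from the mean normalized counts. The recovered means differed from the deposited ones by at most 4.78e-10 of their value. SDs are over the 3 libraries of a group. Shown as a biological coefficient of variation, the common dispersion of 0.00436 is 6.61%, which sets the precision of the fold changes. The table sums of 5799428 to 6342715 counts per library cover only the listed genes, so the full depth of the libraries is not known here.

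The thresholds, the filter, the test, TMM scaling, the alternatives, 32 gene lists and the rule for named genes were fixed before the data were examined. The scaling was then departed from. TMM takes most genes as unchanged, and the table holds only changed genes, of which 2075 were lower and 1446 higher. TMM over the table raised the median log2 fold change by 0.13. The values reported use the authors' size factors, which had been planned as an alternative. This choice was made after the numbers of DEGs under both scalings had been seen (436 higher and 447 lower with the authors' factors, 614 higher and 202 lower with TMM), and the chosen numbers lie closer to those of the paper. Adjustment over the authors' number of genes and the hypergeometric test of lists were also chosen after seeing the table. The genes named are those that the paper names, the 10 largest increases and the 10 largest decreases among DEGs with no overlap between the groups and a mean of at least 50 counts in the higher group (leaving out symbols that begin with LOC, LINC, MIR, SNOR or RNU and genes with only a clone name), and up to 4 DEGs of each list. Names outside this rule are marked where they occur, or complete a count of 5 or fewer, and were chosen after their values were seen.

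Lists were tested with camera of limma 3.58.1, with a correlation preset at 0.01 and with an estimated correlation, and adjusted over the lists. Some genes are members of several lists, so the lists are not independent of each other. Camera compares a list with the other genes of the table, all of which had passed the authors' test. A hypergeometric test of the DEGs of a list against 16109 genes was added. GO terms in the table were tested with Fisher's exact test. POLD1 and SNRPB transcripts, siRNA and ASO sites, exon overlaps, intron lengths and GC content were taken from GENCODE release 29 and the GRCh38 sequence with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6), and figures were drawn with matplotlib 3.10.9.

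The count test was tested on simulated data, with counts drawn for the 3521 genes of the si-SNRPB and si-NC comparison. Of 50 genes changed by a log2 fold change of 0.75 in size, 48 were called, of 50 changed by 1, 49 were called, and of 50 changed by 1.5 and 50 changed by 2, all 50 were called. Of the 3321 genes left unchanged, 0 were called. All genes were drawn with the common dispersion of 0.00436 in both groups, estimated on the same table. Genes with a wider spread and the larger deviation of si-SNRPB replicate 1 were not simulated, so the 0 does not bound false calls in the data. The alternatives were no filter, at least 50 counts in 3 libraries, TMM and upper quartile scaling, the replicate number as a block, DESeq2 1.42.0, limma voom, leaving out each library in turn, no minimum fold change, an absolute log2 fold change of at least 1, protein-coding genes alone, and adjustment over the table alone, which was added later. Alternatives planned for FPKM values and for infinite fold changes did not apply, since the table holds counts and no infinite fold change. Splicing events, the reads over intron 22, qPCR, western blots and tumor cohorts were not analysed here. The values of 2 genes are not reported here.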

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

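The group of histone genes and the 3 tests of it were chosen only after its values were seen. The paper's RNA-seq results report neither of the gene groups described here.

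Of the 16 p53 targets in the table, 13 were DEGs and all of these were higher (hypergeometric test against 16109 genes, adjusted p = 2.90e-12, a test added after the table was seen). With camera and an estimated correlation the adjusted p was 0.235.

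Histone genes of the replication-dependent clusters were higher after SNRPB knockdown: 18 were in the table, all 18 were higher, and 17 were DEGs, with HIST1H2AG (0.55) the exception. Their median log2 fold change was 1.85 (1.98 with TMM and 1.99 with upper quartile scaling), against 41.1% of the table higher (Fisher's exact test, two-sided, p = 1.04e-07). Their summed normalized counts were 1441 in si-NC and 5909 in si-SNRPB. The 5 histone genes of the table that lie outside the clusters were all lower, with H1F0 (−0.69) and H1FX (−0.67) as DEGs, CENPA at −0.52, H2AFV at −0.32 and H2AFZ at −0.27.

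For the histone cluster genes, a larger share of cells in S phase is argued against by the G1/S genes of the table, whose median was −0.42. The median of the whole table was −0.27. Of the G1/S and replication fork genes 93.1% were lower, against 2075 of all 3521 genes tested. The paper's own assays in Ishikawa cells bear on this more directly. After SNRPB silencing it reports fewer replicating cells by EdU and an arrest in G1 by flow cytometry. Reads moved only among the histone cluster genes of the table would leave their summed counts unchanged. The sum of the lowest si-SNRPB library was 3.87 times that of the highest si-NC library. This restates that all of these genes were higher, since the test was set after that had been seen. Reads moved from cluster genes outside the table are not in the sum and stay open. A candidate explanation is that less Sm protein reaches the U7 snRNP, which cuts the 3′ ends of cluster histone transcripts, so that more of them carry a poly(A) tail. In that case histone genes outside the clusters, which do not use U7, would not be higher, and their median was −0.52. Whether the libraries were made from poly(A) RNA is not given in the sources used here, and neither 3′ ends nor U7 were measured, so this stays a hypothesis, beside changes in the transcription or stability of histone RNA, which were not tested.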

How the results depend on the processing

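The adjustment over the table alone (436 higher and 447 lower) and the hypergeometric test (8 lists) were added after the data were seen, and so was the choice of the authors' size factors over TMM, with numbers of DEGs closer to the paper's. Genes higher and lower numbered 436 and 447 with the authors' factors, 614 and 202 with TMM, and 650 and 190 with upper quartile scaling, with 638 and 626 of the 883 DEGs shared and none reversed. Both alternatives raise the median log2 fold change of the table (by 0.13 and 0.15), which by their construction moves lower genes out of the threshold and higher genes in. Of the 6 target genes, 3 were DEGs with TMM and 2 with upper quartile scaling. MT-CO1, at −0.14, was at 0.0038 with upper quartile scaling.

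By construction, the fold threshold sets the counts: with no minimum fold change 1417 genes were higher and 2047 lower, and at an absolute log2 fold change of at least 1 there were 199 and 47, with 0 of the 6 targets and POLD1 (−0.74) below that threshold. With no filter the counts were 437 and 447, with at least 50 counts 330 and 423, with DESeq2 436 and 445, with voom 431 and 455, and over protein-coding genes 327 and 390. SNRPB and POLD1 were DEGs under each of these last 5 settings. Camera called 10 lists with a preset correlation and 0 with an estimated one, where 5 had an unadjusted p under 0.05 and the smallest adjusted p was 0.235. The 10 lists include the paper's target genes, which had been chosen on the same libraries for being lower.

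Leaving out each library in turn gave 420 to 450 higher genes, 394 to 574 lower genes, 4 to 6 of the target genes, 10 to 11 lists, a log2 fold change of −0.80 to −0.70 for POLD1 and of −1.34 to −1.20 for SNRPB. The 574 lower genes came without si-SNRPB replicate 1. Over 87 named genes and 1474 values under other settings, 1375 kept direction and side of the threshold, 77 fell short of it, 21 passed it and 1 changed sign.

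Whether the replicate numbers pair the libraries cannot be told from the counts. Deviations of libraries with the same number correlated at 0.032, −0.001 and 0.164. For si-NC replicates 1 and 3 the correlation was highest with their own number, while si-NC replicate 2 correlated better with si-SNRPB replicate 1 (0.1). Correlations this small neither show nor exclude a pairing. With the replicate number as a block, 436 genes were higher and 451 lower, of which 879 were shared. The depth of the libraries is not known, and genes with few counts, such as ISG20 (6.40 in si-NC), rest on few reads.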

Differences from the paper's values

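SNRPB mRNA was 41.6% of the si-NC mean in the RNA-seq counts. The paper's qPCR of Ishikawa cells shows about 4% for si-SNRPB#1 and about 5% for si-SNRPB#2 in Fig. 5k, read by eye. These are different assays. Fig. 5h, which shows RNA-seq reads after SNRPB knockdown, carries the label si-SNRPB#1, but Fig. 5e numbers the si-SNRPB libraries in the same way, so which siRNA the sequenced libraries received is not settled by the sources used here. The difference held under every alternative set before the data were examined, with values from 39.5% to 46.0%, and under none of them did the value come within the paper's. For POLD1 the counts gave 59.8% of the si-NC mean. The paper's qPCR shows about 42% for si-SNRPB#1 and about 50% for si-SNRPB#2, read by eye. POLD1 was further from both with TMM (65.5%) and with upper quartile scaling (66.2%).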

Other observations

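The tests of lists by a hypergeometric distribution, and the test of single-exon genes without the histone cluster genes, were chosen only after the results were seen. A count of genes past the adjusted p from edgeR is no evidence for a list, since 3464 of the 3521 genes tested passed it.

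All 13 ribosomal protein genes of the table, out of 36 listed, were higher (median log2 fold change 0.25), with RPL4 at 0.31 and RPL3 at 0.29. All 13 passed the adjusted p from edgeR, 0 were DEGs (1 with TMM), and camera gave an adjusted p of 0.00788, with an adjusted p of 0.578 with an estimated correlation. All 9 of 13 mitochondrially encoded genes in the table were lower (median −0.27, as for the whole table), apart from MT-CO1 at 0.0038 with upper quartile scaling. Of these, 8 passed the adjusted p from edgeR and 0 were DEGs, but 1 was a DEG without si-NC replicate 2 and without si-NC replicate 3, and the list did not pass camera (adjusted p = 0.152, and adjusted p = 0.649 with an estimated correlation). In heme synthesis, 11 of 14 genes were in the table, 8 lower and 3 higher. UROD (−0.76) and ABCB10 (−0.69) were among the lower DEGs, and only UROD was a DEG with TMM. In cholesterol and fatty acid synthesis, 16 of 32 genes were in the table, 9 lower and 7 higher. LSS (−0.62), FADS2 (−0.62) and SREBF1 (−0.60) were lower DEGs, and 0 were with TMM. FADS2 was at −0.578 without si-NC replicate 2, and SREBF1 at −0.57 without si-NC replicate 1, −0.52 without si-SNRPB replicate 2 and −0.54 without si-SNRPB replicate 3. Camera gave adjusted p-values of 0.261 and 0.667 for these 2 lists (0.431 and 0.747 with an estimated correlation).

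Of 32 genes of migration and the mesenchymal state, 7 were in the table. The higher DEGs were CTGF (1.57), LAMB3 (1.06), ZEB1 (0.93), SPARC (0.75) and CD44 (0.61), and ITGB4 (−0.65) was the lower one, at −0.578 without si-SNRPB replicate 2 and not a DEG with TMM. Camera gave an adjusted p of 0.185 (0.393 with an estimated correlation), and the hypergeometric test for higher DEGs an adjusted p of 0.0125. Of 32 interferon response genes, 6 were in the table, with IFI6 (−1.45) and IFIT2 (−1.01) lower and ISG20 (2.17) higher as DEGs. Of 34 genes of the ATF4 and amino acid response, 12 were in the table, 8 higher and 4 lower, of which 8 and 3 passed the adjusted p from edgeR, and DDIT4 (0.70) and ATF3 (0.99) were DEGs. All 4 genes of the unfolded protein response in the table, out of 22, passed the adjusted p from edgeR and 0 were DEGs. Of these, CRELD2 (−0.56) became a DEG without si-NC replicate 3 (−0.63) and without si-SNRPB replicate 1 (−0.74). All 7 DNA repair genes in the table, out of 30, were lower and passed the adjusted p from edgeR, among them FANCI (−0.44), and 0 were DEGs. Camera adjusted p-values for these 4 lists were 0.418, 0.152, 0.827 and 0.185 (0.578, 0.407, 0.906 and 0.393 with an estimated correlation). RPL3, RPL4, LSS, FADS2, SREBF1, CTGF, LAMB3, ZEB1, IFIT2, CRELD2 and FANCI share exon bases with another annotated gene and can hold its reads.

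Of the marker lists, 5 of 18 endometrial epithelial genes were in the table, with CD24 (0.67) as the only DEG. Of 14 leukocyte markers, CD14 alone was in the table, at 3.43 normalized counts in si-NC and 25.9 in si-SNRPB. None of 15 stromal and 10 endothelial markers was in it. Of 12 reference genes, 4 were in the table. Of the 31 genes that the paper names, 17 were in the table, and the list did not pass camera (adjusted p = 0.185, and adjusted p = 0.533 with an estimated correlation). RAB26 was a lower DEG (−0.89), while SF3B1 (0.32) passed the adjusted p from edgeR and not the fold threshold. By the hypergeometric test 8 of the 32 lists passed, among them hypoxia response genes (adjusted p = 3.05e-07), immediate early genes (adjusted p = 0.00462), transcripts linked to nonsense-mediated decay (adjusted p = 0.0392) and genes that restrain proliferation (adjusted p = 0.0316), all for higher DEGs. With camera and an estimated correlation the adjusted p was 0.235 for each of the first 3 of these lists and 0.747 for the last, which did not pass with the preset correlation either (adjusted p = 0.364). The 8 also include, for lower DEGs, the paper's target genes (hypergeometric adjusted p = 1.41e-08) and the genes that the paper names (adjusted p = 2.38e-05). The paper chose the target genes on the same libraries for being lower, and both lists hold them. Neither pass is therefore independent evidence.

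Lower genes had shorter introns and a higher exon GC content. Among protein-coding genes with introns, the mean intron had a median of 1177 bp in 382 lower DEGs and 3311 bp in 309 higher DEGs, and exon GC content was 59.3% and 50.8%. Across 3219 genes of the table, which are not independent replicates, log2 fold change had a Spearman correlation of 0.25 with mean intron length and of −0.269 with exon GC content (each permutation p = 0.0001, the smallest that 10000 permutations can give, adjusted p = 0.000125 over 10 relations). For the intron lengths, a GC bias between libraries as the whole cause is argued against, since their correlation given exon GC content, exon length and level was 0.153 (permutation p = 0.0001), but as a part of the cause it stays open, since that of exon GC content given intron length, exon length and level was −0.187 (permutation p = 0.0001) and the GC content of introns was not tested. A loss of transcripts with introns stays open: 57.1% of 63 single-exon genes were lower, against 60.4% of genes with introns (Fisher's exact test, two-sided, p = 0.605), and 66.7% of 54 without the histone cluster genes (p = 0.401, a check added later). The mean introns of the target genes ran from 148 bp in MFSD3 to 1160 bp in POLD1.

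Off-target effects through siRNA seeds could add to the lower genes. The sites sought were ACTCCAA for si-SNRPB#1 and CTGGTAT for si-SNRPB#2 in annotated 3′ UTRs. A single transcript per gene was searched, that with the longest coding sequence. As the whole cause they are argued against, since 9.92% of 383 lower DEGs carried a site of either siRNA, against 13.4% of 314 higher DEGs. As a part of the cause they stay open, with an odds ratio of 0.911 for a site in lower against higher DEGs given 3′ UTR length (95% confidence interval 0.547 to 1.52). No site was found in the 3′ UTRs searched for POLD1, TSTA3, MFSD3 and ANO9, and the CHTF18 transcript taken had no annotated 3′ UTR. Other transcripts of these genes were not searched.

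The 6 libraries can be split into 3 and 3 in 10 ways, and 1 of these, the real one, gave as many DEGs as observed. It gave 883 and the highest of the other splits gave 0, but 10 splits are too few for a share under 0.05. The genes of the table had also been selected for differing under the real split, so the other splits had to give fewer and the comparison decides nothing.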
